# Transcriptional regulation of endothelial cell behavior during sprouting angiogenesis

**DOI:** 10.1038/s41467-017-00738-7

**Published:** 2017-09-28

**Authors:** Hyun-Woo Jeong, Benjamín Hernández-Rodríguez, JungMo Kim, Kee-Pyo Kim, Rocio Enriquez-Gasca, Juyong Yoon, Susanne Adams, Hans R. Schöler, Juan M. Vaquerizas, Ralf H. Adams

## Abstract

Mediating the expansion of vascular beds in many physiological and pathological settings, angiogenesis requires dynamic changes in endothelial cell behavior. However, the molecular mechanisms governing endothelial cell activity during different phases of vascular growth, remodeling, maturation, and quiescence remain elusive. Here, we characterize dynamic gene expression changes during postnatal development and identify critical angiogenic factors in mouse retinal endothelial cells. Using actively translating transcriptome analysis and in silico computational analyses, we determine candidate regulators controlling endothelial cell behavior at different developmental stages. We further show that one of the identified candidates, the transcription factor MafB, controls endothelial sprouting in vitro and in vivo, and perform an integrative analysis of RNA-Seq and ChIP-Seq data to define putative direct MafB targets, which are activated or repressed by the transcriptional regulator. Together, our results identify novel cell-autonomous regulatory mechanisms controlling sprouting angiogenesis.

## Abstract (web summary)

Angiogenesis is a complex process that requires coordinated changes in endothelial cell behavior. Here the authors use Ribo-tag and RNA-Seq to determine temporal profiles of transcriptional activity during postnatal retinal angiogenesis, identifying transcriptional regulators of the process.

## Introduction

The angiogenic expansion of the vascular system is indispensable for developmental growth but also contributes to disease processes in humans such as tumor formation, age-related macular degeneration or atherosclerosis^1–3^. Angiogenesis is a complex, highly coordinated multistep process in which endothelial cells (ECs) dynamically alter their behavior leading to changes at the level of differentiation, proliferation, migration, polarity, metabolism, and cell–cell communication^4–7^. Growing ECs respond strongly to a range of extracellular signals, such as matrix molecules, chemokines, growth factors, and cell adhesion molecules, which are mostly derived from the surrounding tissue, other ECs or myeloid cells. EC behavior is also tightly controlled by various transcription factors (TFs) leading to cell-autonomous changes in gene expression. Such changes are thought to integrate different external signals, but they also modulate the ability of ECs to respond to cues in their environment, which can, for example, involve the upregulation or downregulation of surface receptor expression. Even though we know many TFs that control EC specification and developmental angiogenesis^8^, there is a lack of insight into the dynamic changes in endothelial gene expression during different phases of blood vessel growth, remodeling and maturation.

The formation of the retinal vasculature is a frequently used and well-characterized model system for both physiological and pathological angiogenesis in mice. Flat-mounted retinas allow the three-dimensional (3D) imaging of the local vasculature at high resolution without the limitations of tissue sectioning. In addition, vessel growth in the murine retina is initiated only after birth so that different phases of vascular development can be easily monitored and subjected to experimental manipulations^9, 10^. During the first week of postnatal life, radial outgrowth of vessels from the optic nerve head towards the peripheral retina gives rise to a superficial, two-dimensional vascular plexus. From postnatal day 7 (P7) to P15, the superficial capillaries sprout vertically to form first the deep vascular plexus in the outer plexiform layer (OPL), which is followed by the formation of the intermediate vascular plexus in the inner plexiform layer. All those three retinal vascular layers with multiple interconnecting vessels are fully formed approximately by P21^11^. Later developmental stages of the adolescent retinal vasculature are characterized by vessel pruning and remodeling processes^12, 13^. Thus, different stages of retinal vascularization represent distinct phases of angiogenesis ranging from active vascular growth to maturation and the acquisition of endothelial quiescence.

The field of transcriptome analysis using RNA sequencing platforms has developed rapidly in the past decade^14^. To date, major challenges for in vivo transcriptome analysis concern the purity of target cells, the avoidance of transcriptome-altering processing steps and the isolation of sufficient amounts of intact transcripts. The heterogeneous cellular composition of organs and the frequently tight association of different cell types complicate cell isolation and purification processes. Procedures such as organ fragmentation, manual dissection, sectioning, or enzymatic digestion combined with fluorescence-activated cell sorting or laser capture micro-dissection expose cells to a broad spectrum of physical, chemical and metabolic stresses, which are likely to affect gene expression as well as RNA quality. Circumventing such obstacles, a seminal strategy called RiboTag profiling relies on the expression of epitope-tagged ribosomal proteins, allowing the direct immunoprecipitation of ribosomes with associated (active) transcripts without time-consuming tissue digestion and cell sorting steps. In *Rpl22* ^tm1.1Psam^ RiboTag knock-in mice^15^, Cre recombinase activity leads to cell type-specific and, depending on the Cre allele used in the experiment, inducible expression of a hemagglutinin (HA) epitope-tagged version of the ribosomal protein L22 (Rpl22).

In the current study, we carry out RNA-Seq analysis combined with RiboTag technology on mouse retinal ECs at five different postnatal stages—namely P6, P10, P15, P21, and P50—representing different phases of angiogenic blood vessel growth. Following differential gene expression analysis and classification of genes into seven different clusters, integrated motif activity response analysis (ISMARA)^16^ leads to the identification of putative key regulators of EC behavior during retinal vascular development. One of the highest scoring candidates with no previously known role in the regulation of angiogenesis, the basic leucine-zipper (bZIP) TF MafB^17^, is selected for further validation and functional characterization. In vitro assays, ChIP-Seq analysis and the characterization of EC-specific *Mafb* mutant mice reveal that the TF promotes sprouting angiogenesis, which involves the regulation of Rho family small GTPases. The sum of our data provides new important insights into the regulation of EC behavior and the in vivo transcriptional regulation of angiogenesis.

## Results

### Profiling of retinal ECs during postnatal development

To gain insight into dynamic changes in endothelial gene expression during different stages of retinal angiogenesis in vivo, tamoxifen-inducible and EC-specific *Pdgfb-iCre* transgenic mice^18^ were interbred with *Rpl22* ^tm1.1Psam^ RiboTag knock-in mice^15^ (Fig. 1a). Following tamoxifen administration on three consecutive days from P1 onwards, robust expression of HA-tagged Rpl22 protein was visible throughout the vascular endothelium of *Pdgfb-iCre Rpl22* ^HA/HA^ retinas at P6 and subsequent stages (Fig. 1b; Supplementary Fig. 1a). Next, transcripts were isolated by anti-HA immunprecipitation at different postnatal stages in sufficient quality and quantity for further analyses (Supplementary Fig. 1b). Quantitative RT-PCR (RT-qPCR) analysis of immunoprecipitates confirmed strong enrichment of EC-specific genes, such as *Pecam1* and *Emcn*, while the vascular smooth muscle cell marker *Acta2* was not enriched (Fig. 1c). Expression profiling by RNA-Seq was used for genome-wide analysis of the murine retinal EC transcriptome at P6, P10, P15, P21, and P50. These stages were chosen because they reflect key aspects of retinal angiogenesis (Fig. 1d) including outgrowth of the superficial vessel plexus (P6), vascularization of the deeper retina (P10 and P15), and vascular remodeling and maturation (P21 and P50)^10, 11^. 

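The time course followed the RNA bound to tagged ribosomes of retinal ECs at P6, P10, P15, P21 and P50, with 3 mice per stage and 15 libraries in all. Pdgfb-iCre switches the ribosomal protein gene Rpl22 to a form with a hemagglutinin (HA) tag in ECs. Anti-HA beads then pull those ribosomes with their mRNAs out of the lysate of whole retinas. The authors depleted ribosomal RNA, sequenced stranded libraries and aligned the read pairs to the mm10 build with TopHat2. They deposited the expression of each gene as FPKM (fragments by exon length and library total). Their table lists 38,926 genes, 14,721 of which are 0 in every library. From these FPKM values, each library was scaled by the median of its ratios to the geometric mean of all libraries (factors 0.958 to 1.05), and log2 was taken after adding 0.5. The 16,026 genes with an FPKM of at least 1 in at least 3 libraries were tested with limma, which pools the variance of the 5 stages. Its p-values were adjusted by the Benjamini-Hochberg method. Groups of genes were tested with camera at a preset correlation of 0.01 between genes, and again with an estimated correlation. The 44 lists were written from general knowledge before the deposited data were examined. Those of microglia, macrophages and the cell cycle were written after the paper's list of genes changed in the mutant had been read. The deposited expression values are FPKM and not counts. Fragment numbers can be recovered from them only in part, so the count models the authors used, DESeq2 and Next-maSigPro, were not run.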

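Each FPKM value is a number of fragments divided by the gene's length and by a library total, so the smallest values of a library show how many fragments lie behind it. Recovered in this way, the totals were 4.74 to 5.87 M fragments for the 3 libraries of P6, 5.50 to 6.16 M at P10 and 5.47 to 6.28 M at P15. They were lower late in development, at 3.15 to 3.49 M for P21 and 4.63 to 4.86 M for P50. Of the genes with fewer than 20 fragments, 74.0% to 76.3% per library came out as whole fragments within 0.05, against 9.38% to 10.9% with gene lengths shuffled. Between 1092 and 1281 genes per library rest on 1 fragment. A gene close to this limit is Acta2 of smooth muscle, with 0.316 ± 0.274 FPKM at P6 (mean ± s.d., n = 3 mice).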

Single sequencing libraries were generated from both retinas of each mouse and a total of 15 libraries (three biological replicates for each stage) were sequenced at an average of 8.7 M paired-end reads (2 × 75 bp) resulting in 91.14% congruent paired mapped reads (Supplementary Table 1). Unsupervised hierarchical clustering and principal component analyses of all 15 RNA-Seq data sets demonstrated the high reproducibility of the obtained gene expression profiles (Fig. 1e, f; minimum replicate Pearson’s correlation coefficient *ρ* = 0.94). 

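Expression profiles of the 3 mice were closest at P15, where the Pearson correlation of log2 values across the 16,026 tested genes had a highest value of 0.969 between pairs. At P6 the 3 pairs gave 0.946 to 0.949, and at P10 0.952 to 0.960. Correlations were lower at the late stages, with 0.916 to 0.926 at P21 and a highest value of 0.939 at P50, while pairs from different stages gave 0.741 to 0.939. The EC gene Ets1 also spread more at P21 than at P50, with 26.6 ± 6.79 and 27.9 ± 0.575 FPKM (mean ± s.d., n = 3 mice). Dll4, the Notch ligand of tip cells, likewise stood at 14.5 ± 5.50 at P21 and 11.0 ± 0.747 at P50.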

The main source of variability in the data (principal component 1 and 2; > 71% of the variance) corresponded to time-related expression changes that reflect chronological vascular development^11^. 

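The first 2 principal components held 41.8% and 23.7% of the variance of the log2 values of all 16,026 genes, 65.5% together, and the third held 6.43%. Between the first and last stages 3975 genes were higher at P50 and 3908 lower by adjusted p from limma (n = 3 mice per stage), with 1624 and 1160 of them at least 2-fold apart. Among them, Gnat1, which encodes the transducin of rod photoreceptors, rose by a log2 change of 8.10 (SE 0.179, adjusted p = 6.62e-12) and Rho, the rod opsin, by 4.70 (SE 0.158). Fabp7, a lipid-binding protein of immature glia, fell by 6.04 (SE 0.382), and Insm1, a factor of newborn neurons, fell by 2.89 (SE 0.165). The brain endothelial transporter gene Slco1c1 was higher at P50 by 4.56 (SE 0.245), while Cdh5, which encodes VE-cadherin, ended near its P6 level with a change of -0.22 (SE 0.153, adjusted p = 0.268).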

Importantly, samples showed a consistent clustering of early (P6), mid-developmental (P10–P15), and late (P21–P50) stages of retinal angiogenesis. 

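The mean scores of the 3 mice of each stage lay in separate parts of the plane of the first 2 components. P6 sat at 4.78 ± 6.56 on component 1 and -80.6 ± 5.4 on component 2 (mean ± s.d., n = 3 mice). P10 and P15 shared the low end of component 1, at -62.9 ± 6.38 and -66.4 ± 7.32, and P21 and P50 the high end, at 68.4 ± 14.1 and 56.1 ± 4.04. Component 2 set P10 apart from P15, at -6.14 ± 2.17 against 41.2 ± 1.60, and hardly parted P21 from P50, at 22.7 ± 6.55 and 22.8 ± 2.01. The neighbouring stages differed in kind: P10 and P15 share high EC genes such as Erg (44.4 ± 4.41 and 55.2 ± 4.64 FPKM), a factor that maintains endothelial identity. P21 and P50 share high neuronal genes such as the photoreceptor channel gene Kcnv2 (75.8 ± 2.67 and 68.8 ± 2.52 FPKM, against 22.2 ± 0.358 at P6).

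**Figure D1:**
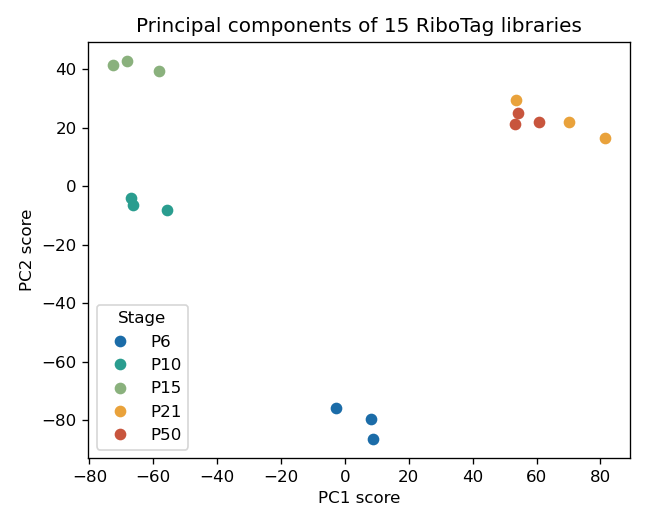
Scores of the 15 libraries on the first 2 principal components of log2 scaled FPKM. Each point is 1 library, n = 3 mice per stage.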

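The median of the 43 tested genes of endothelial identity stood above its P6 level at every later stage, with a log2 change of 1.83 at P10, 2.24 at P15, 0.45 at P21 and 0.28 at P50. The adhesion gene Pecam1 went from 41.1 ± 8.45 FPKM at P6 to 231 ± 10.2 at P15 and back to 57.2 ± 1.56 at P50, and Emcn, which encodes a sialomucin of veins and capillaries, from 9.63 ± 0.838 to 47.3 ± 3.85 and 11.6 ± 1.68 (mean ± s.d., n = 3 mice). The smooth muscle gene Acta2 did not exceed 2.20 ± 0.642 at P15, its highest stage. Transcripts of other retinal cells were present as well: the rod gene Rho had 114 ± 13.0 FPKM at P6 and 2976 ± 347 at P50, and the microglial complement gene C1qa 333 ± 38.2 and 393 ± 100.3. The median of the rod list stood above P6 by 0.62 at P10 and 1.08 at P15 and, at the late stages, by 2.34 at P50, while retinal progenitor genes stood below it, at -2.27, -2.50, -1.68 and -2.09. Medians of the microglia list were 0.76 and 0.96 at P10 and P15, -0.46 at P21 and 0.37 at P50.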

Taken together, these analyses establish that the experimental strategy enables the robust analysis of endothelial transcriptomes during postnatal development in vivo.

**Fig. 1:**
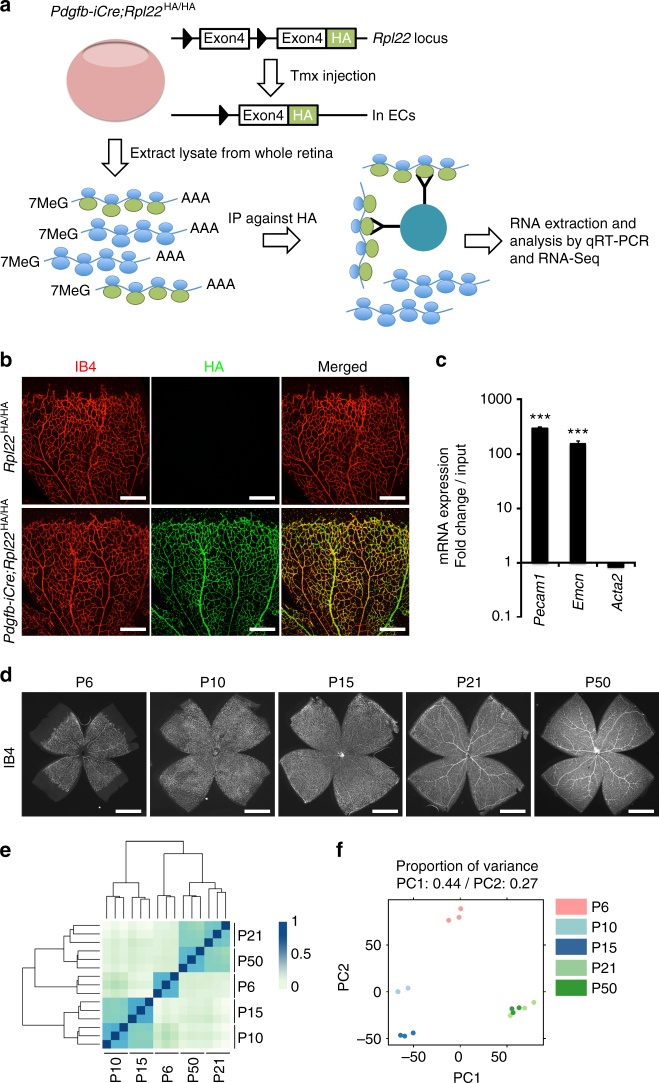
RiboTag analysis of retinal ECs during postnatal development. **a** Diagram depicting retinal EC-specific RiboTag transcriptome analysis. Inducible (Tmx controlled) recombination of the RiboTag allele (*Rpl22* ^HA/HA^) led to expression of HA-tagged L22 ribosomal protein specifically in ECs. Ribosome-bound transcripts were immunoprecipitated (IP) from homogenized whole retinas with anti-HA antibody-coupled magnetic beads. Extracted mRNAs were analyzed by RT-qPCR or RNA-Seq analysis. **b** P6 *Rpl22* ^HA/HA^ (control) and *Pdgfb-iCre Rpl22* ^HA/HA^ retinas stained with Isolectin B4 (IB4, *red*) and anti-HA antibody (*green*). *Scale bars* represent 300 μm. **c** RT-qPCR analysis of transcripts expressed in retinal ECs. EC-specific markers, *Pecam1* and *Emcn*, and *Acta2* negative control were normalized to *Actb* levels using ΔΔCT method. Anti-HA immunoprecipitated RNAs were compared to whole retinal lysate input. *Error bars* represent mean ± s.e.m., *n* = 6, ***P < 0.0001; unpaired Student’s *t*-test. **d** IB4 staining of whole retinas at P6, P10, P15, P21, and P50 showing vascularization during postnatal development. *Scale bars* represent 0.5 mm. **e** Unsupervised hierarchical clustering of 15 retinal EC RNA-Seq data sets with three replicates per stage. **f** Two-dimensional principal component analysis (PCA) plot showing the discrimination of gene expression profiles between retinal ECs from different ages

### Functionally structured transcriptional responses

In order to study the transcriptional regulatory events behind retinal vascular development, we first identified genes with differential expression across developmental stages using Next-maSigPro, a specialized differential expression analysis for RNA-Seq time-course data^19^. From the 39,179 annotated genes in the GRCm38 mouse genome assembly, a total of 15,364 genes were regarded as differentially expressed genes (DEGs) for at least one of the time points included in this study (FDR < 0.05, *θ* = 7.33, *R* ^2^ = 0.5; see “Methods”; Supplementary Fig. 1c; Supplementary Data 1). 

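Expression differed across the 5 stages for 13,792 of the 16,026 tested genes (86.1%) in the F test of limma at an adjusted p under 0.05 (n = 3 mice per stage). Of these 8590 spanned at least 1 log2 unit and 2701 at least 2. From P6 to P10, 4692 genes rose and 4469 fell. Among them were the monocarboxylate transporter gene Slc16a1, which rose from 7.20 ± 1.45 to 184.9 ± 29.2 FPKM, and the neuronal RNA Miat, which fell from 39.8 ± 9.39 to 1.10 ± 0.184. From P10 to P15, 2077 rose and 2572 fell, with the secreted phosphoprotein gene Spp1 lower by a log2 change of -5.07 (SE 0.436) and the splicing factor gene Prpf8 at 68.4 ± 1.48 and then 2313 ± 197 FPKM. From P15 to P21, the step with the most changed genes, 6284 rose and 5083 fell, and Aplnr, the apelin receptor of growing vessels, went from 325 ± 28.4 to 12.9 ± 2.89. From P21 to P50, 1862 rose and 2279 fell, with its ligand Apln down by a log2 change of -3.16 (SE 0.235) and the antigen presentation gene Cd74 up by 2.73 (SE 0.295). At least 2-fold changes numbered 1450 and 1481, 345 and 461, 3153 and 2059, and 268 and 346 in the 4 steps. A quadratic fit over time with an R squared of at least 0.5, the R squared of the authors' criterion, found 5054 genes, of which 5016 were among those of the F test. Which direction prevails depends on the scaling: with quantile normalization 4756 rose and 5677 fell from P15 to P21, 1922 and 1662 from P10 to P15, and 2451 and 2190 from P21 to P50. From P15 to P21 the median of all tested genes rose by 0.167 log2 units, and with only genes of at least FPKM 5 tested 4251 rose and 4457 fell.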

Gene set enrichment analysis (GSEA)^20^ demonstrated significant enrichment of gene sets in different developmental stages. For example, genes related to the Notch signaling pathway were highly enriched in early stage (P6), while JAK–STAT signaling pathway and ECM receptor interaction genes were predominantly expressed at P10 (Supplementary Fig. 2a). 

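Notch genes split between both stages: of 49 tested, 18 were higher at P10 and 24 lower (the same counts when adjusted over the list alone), with a median log2 change of -0.17. Lower were the target gene Hes5, from 29.3 ± 5.99 to 2.03 ± 0.623 FPKM (log2 change -3.57, SE 0.249, adjusted p = 1.78e-07 from limma, n = 3 mice), and the neurogenic ligand genes Dll3 (-3.23) and Dll1 (-2.27). The endothelial ligand gene Dll4 moved the other way, at 39.4 ± 5.20 FPKM by P10, as did Dtx3l (1.80). As a set, Notch genes did not shift relative to all other genes in camera (adjusted p = 0.321, and adjusted p = 0.567 with an estimated correlation). JAK-STAT genes were mostly higher at P10, 41 of 76 against 18 lower (43 and 18 over the list alone), led by the cytokine receptor genes Osmr (2.13, SE 0.179) and Epor (2.10, SE 0.276). The set gave adjusted p = 0.0108 in camera and adjusted p = 0.380 with an estimated correlation. ECM receptor genes were higher at P10 for 30 of 56 and lower for 13 (30 and 14 over the list alone), with adjusted p = 0.00573, and adjusted p = 0.380 with an estimated correlation. Among them were the integrin gene Itga1, from 7.48 ± 1.91 to 47.4 ± 4.08 FPKM, and Fn1, from 103.5 ± 15.7 to 497.9 ± 35.4. Over the same interval 42 of 43 endothelial genes rose (median 1.83) and all 13 retinal progenitor genes fell (median -2.27), Ascl1 among them at -3.58 (SE 0.301). With only genes of at least FPKM 5 tested, the JAK-STAT set gave adjusted p = 0.0606, against 0.00741 to 0.0185 with each library left out in turn.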

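Of 153 focal adhesion genes, 90 were lower at P21 than at P15 and 36 higher. The laminin gene Lamb1 went from 81.8 ± 4.07 to 11.2 ± 2.82 FPKM (log2 change -2.84, SE 0.151, adjusted p = 1.16e-08 from limma, n = 3 mice), and Lama4 changed by -2.60. Of 91 Wnt genes, 46 were lower and 26 higher. Ccnd1, which encodes cyclin D1, changed by -2.33 (SE 0.239), the receptor gene Fzd6 by -2.07 and the pathway gene Dvl3 by 2.18 (SE 0.092). Of 70 tight junction genes, 41 were lower and 20 higher, and the barrier gene Cldn5 went from 1592 ± 176 to 354 ± 99.8 FPKM. Of 61 p53 genes, 33 were lower and 13 higher, with the nucleotide reductase gene Rrm2 at -3.17 and Cd82 at -2.81. MAPK genes were higher for 92 of 200 and lower for 75, with the growth factor homologue gene Fgf13 at 3.05 (SE 0.149) and the phosphatase gene Dusp2 at -2.62. Calcium genes were higher for 64 of 114 and lower for 37 (median 0.42), with Camk2a at 2.45 and the bradykinin receptor gene Bdkrb2 at -2.80. In camera the 4 sets lower at P21 gave, in the order focal adhesion, p53, tight junction and Wnt, adjusted p = 2.41e-06, 0.00250, 0.00274 and 0.0324, and adjusted p = 0.274, 0.274, 0.274 and 0.317 with an estimated correlation. MAPK and calcium genes gave adjusted p = 0.946 and 0.309 there, and adjusted p = 0.948 and 0.564 with an estimated correlation. Over the same step all 43 endothelial genes fell (median -1.82), and all 31 microglia genes fell (median -1.33). At the same time 27 of 28 rod genes, 15 of 15 bipolar genes and 11 of 11 amacrine genes rose (medians 1.43, 1.56 and 1.26), and the recovered fragment totals were a lower share of aligned pairs at P21. With each library left out in turn the Wnt set gave adjusted p = 0.0174 to 0.0520, the highest without P21 replicate 1, and with quantile normalization 0.220.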

During the transition from mid to late developmental stages (P15 vs. P21), genes associated with the Wnt signaling pathway, tight junctions, P53 signaling pathway, and focal adhesions showed significant enrichment at P15, while genes belonging to the mitogen-activated protein kinase (MAPK) and calcium signaling pathways were enriched at P21 (Supplementary Fig. 2b).

To further investigate retinal EC DEGs, we next classified the observed transcriptional changes into main temporal expression dynamics, which give evidence for functional gene relationships and transcriptional co-regulation^21^. To this end, we divided DEGs into seven clusters with characteristic expression patterns and dynamics by applying the *k*-means clustering algorithm with the Elbow method (see “Methods”) (Fig. 2a, b; Supplementary Fig. 2c, d). 

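The 13,792 genes that differed across stages fell into 7 patterns when the stage means of each gene, scaled from 0 to 1, were grouped by k-means with k = 7 and 50 starts. Cluster 2 was the largest with 2892 genes, followed by cluster 5 with 2465, cluster 4 with 2372, cluster 7 with 2051, cluster 1 with 1512, cluster 6 with 1439 and cluster 3 with 1061. Clusters carry the numbers whose example genes in Fig. 2b they hold, so the match to those genes is not independent. All of the example genes of clusters 1, 2, 4 and 6 shared a cluster here: Insm1, Btg2 and Trak2 in cluster 1, Sema3f and Mak in cluster 2, the cell cycle genes Ccnd1 and Cdk4 in cluster 4, and Tek, Flt1, Ctgf, Sox17, Fzd4 and Jag1 in cluster 6. Cluster 5 held 6 of 7, Cdh5, Kdr, Rac1, Erg, Fli1 and Mef2a, and cluster 7 held 5 of 6, with the synaptic vesicle gene Vamp2 in cluster 3. Of the 5 examples of cluster 3, only Atp6v1b2 stayed there, while Ddx5 fell in cluster 7, Atp5b in cluster 5, and Ctbp1 and Ppp1cc in cluster 4.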

Each cluster is distinctively composed of genes with particular biological functions, as highlighted by the cluster-specific enrichment of known functional gene sets such as gene ontology terms (Fig. 2c; Supplementary Fig. 3a) or KEGG/Reactome signaling pathway members (Supplementary Fig. 3b), all of which suggest the functional relevance of the structured transcriptional response.

**Fig. 2:**
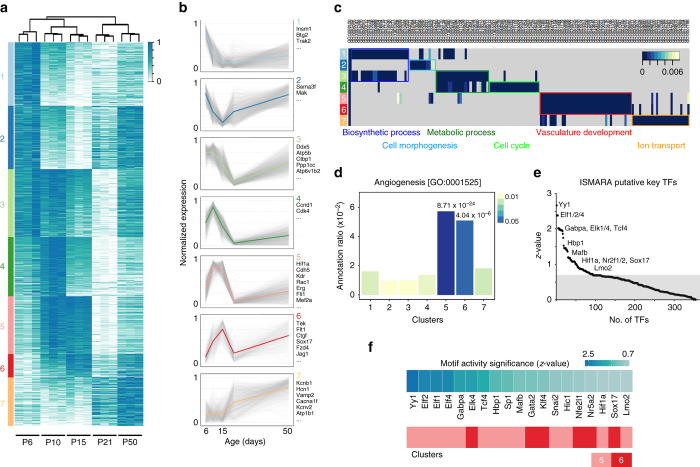
Key TFs regulating EC behaviors. **a**, **b** Normalized expression dynamics of 15,364 DEGs in retinal ECs during postnatal development are shown in a heat map (**a**) and line plots (**b**). Gene names in **b** represent typical examples within each cluster. *k*-means clustering analysis identified seven clusters of DEGs according to their expression patterns. Mean expression values of each cluster are highlighted. **c** Gene ontology (GO) terms enrichment analysis of seven DEG clusters. The most frequent and representative terms are highlighted and boxed with same colors. **d** Enrichment of genes related to Angiogenesis (GO:0001525) in each cluster. **e** ISMARA analysis of retinal EC transcriptome during postnatal development. Graph represents the significance of TF motif activity (*z*-value) with selected TFs displayed. **f** List of TFs with the highest (top 30%) scores of ISMARA analysis among genes belonging to the angiogenic cluster, clusters 5 and 6

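Cluster 1 holds genes at their highest in P6, with a mean of 0.991 on the 0 to 1 scale that drops to 0.312 at P10 and 0.113 at P15. It contains 12 of 13 retinal progenitor genes (odds ratio 98.2, adjusted p = 1.49e-09, Fisher's exact test) and 12 of 47 Notch genes (25.5% against 10.9% of the other genes, odds ratio 2.80, adjusted p = 0.0174). Btg2, an antiproliferative gene of newborn neurons, had 88.2 ± 10.1 FPKM at P6 and 25.8 ± 3.50 at P10, and Insm1 164.5 ± 20.4 and 20.4 ± 0.806 (mean ± s.d., n = 3 mice). Cluster 3 in this grouping was highest at P21 (mean 0.993) with a smaller share of that height at P6 (0.483), although its example, the proton pump gene Atp6v1b2, was about as high at P6 as at P21 (41.4 ± 0.885 and 41.9 ± 1.26 FPKM). General transcription and RNA polymerase genes made up 11 of cluster 1 (odds ratio 1.15, adjusted p = 0.747) and 3 of cluster 3, out of 89.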

Genes that encode proteins for the biosynthesis of RNA, macromolecules, nucleobase-containing compounds, and aromatic and heterocyclic compounds are highly enriched in clusters 1 and 3, representing genes that are expressed abundantly at the early stage of postnatal development (Fig. 2c). Dual expression peaks at P6 and P50 (cluster 2) were observed for genes required for morphogenesis, assembly and organization of cilia and other cell projections, and cell morphogenesis. 

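Cilia genes were concentrated in cluster 2, which held 31 of 57 of them (54.4% against 20.8% of the other genes, odds ratio 4.53, adjusted p = 7.54e-07, Fisher's exact test). Mean levels in this cluster were 0.846 at P6, 0.267 at P10, 0.0384 at P15, 0.834 at P21 and 0.844 at P50 on the 0 to 1 scale, so P21 matched both ends. Mak, a kinase gene of photoreceptor cilia, went from 36.0 ± 0.706 FPKM at P6 to 10.6 ± 1.15 at P15 and 57.7 ± 5.10 at P21 (log2 change 2.39 from P15 to P21, SE 0.081, adjusted p = 1.96e-09 from limma, n = 3 mice). Sema3f, which encodes a guidance cue made by the outer retina, went from 36.0 ± 2.62 to 13.0 ± 1.35 and 36.6 ± 5.15. Genes of rods, which carry a cilium, rose over the same step, but cluster 2 held only 2 of 28 of them (7.14% against 21.0% of the other genes, adjusted p = 0.225, Fisher's exact test).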

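Cluster 4 was highest at P10 (mean 0.939 on the 0 to 1 scale, against 0.730 at P6 and 0.689 at P15) and lowest at P21 (0.0780). Genes of the protein and chromatin supply of growing cells filled it: 76 of 85 ribosomal protein genes (odds ratio 42, adjusted p = 3.60e-46, Fisher's exact test) and 46 of 59 histone genes (odds ratio 17.3, adjusted p = 1.87e-22). It also took 37 of 85 oxidative phosphorylation genes (odds ratio 3.75, adjusted p = 4.54e-07) and 30 of 89 RNA polymerase and general transcription genes (33.7% against 17.1% of the others, odds ratio 2.47, adjusted p = 0.00132). Ppp1cc, a phosphatase gene, had its highest level there with 72.7 ± 4.35 FPKM at P10 against 57.4 ± 1.27 at P6 and 47.6 ± 2.47 at P21 (mean ± s.d., n = 3 mice). Cluster 3 differed at P10, with a mean of 0.180.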

Clusters 3 and 4, in which genes showed peak expression at P10, were enriched in genes related to metabolism of macromolecules, nucleobase-containing compounds, and aromatic and heterocyclic compounds. 

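Mitotic genes were nearly all in cluster 4, 79 of 89 (88.8% against 16.7% of the other genes, odds ratio 39.3, adjusted p = 3.48e-47, Fisher's exact test). The cluster also held 11 of 20 tip cell genes (odds ratio 5.91, adjusted p = 0.00110), 12 of 17 genes of activated microglia (odds ratio 11.6, adjusted p = 2.64e-05) and 12 of 31 microglia genes (odds ratio 3.05, adjusted p = 0.0165). Top2a, which untangles chromosomes in dividing cells, had 18.2 ± 1.61 FPKM at P10 and 0.172 ± 0.0353 at P21 (mean ± s.d., n = 3 mice), and Cdk4 45.7 ± 1.90 and 15.8 ± 1.12. From P10 to P15 82 of the 89 mitotic genes fell (median log2 change -1.18, adjusted p = 1.97e-28 in camera of limma, and adjusted p = 0.0241 with an estimated correlation). Ion channel genes were concentrated in cluster 7, with 67 of 140 (47.9% against 14.5%, odds ratio 5.4, adjusted p = 1.17e-18), and its mean was 0.904 at P21 and 0.861 at P50 against 0.157 at P6. Kcnb1, a delayed rectifier channel of photoreceptors, went from 49.7 ± 6.97 at P15 to 142 ± 8.31 at P21, and Hcn1 from 30.5 ± 4.20 to 99.3 ± 16.3. The same cluster held 16 of 28 rod genes (odds ratio 7.68, adjusted p = 5.32e-06) and 8 of 15 bipolar genes (odds ratio 6.56), which rose together at P21, when the recovered fragment totals were a lower share of aligned pairs.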

Genes regulating the mitotic cell cycle were enriched in cluster 4 and genes regulating ion transmembrane transport were concentrated in cluster 7, which represents genes that show increased expression at later developmental stages, namely P21 and P50. 

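Vasculature development genes were over-represented in cluster 5, 47 of 90 (52.2% against 17.7% of the other genes, odds ratio 5.10, adjusted p = 7.18e-12, Fisher's exact test), and in cluster 6, 23 of 90 (25.6% against 10.3%, odds ratio 2.98, adjusted p = 0.000391). The VEGF receptor gene Kdr stood at 84.5 ± 10.4 FPKM at P6, 224 ± 18.2 at P10, 275 ± 9.85 at P15 and 67.1 ± 18.3 at P21 (mean ± s.d., n = 3 mice). Tek, the angiopoietin receptor, stood at 22.3 ± 4.22, 103 ± 11.2, 184 ± 9.14 and 73.3 ± 19.6, and Flt1, a decoy receptor for VEGF, at 21.1 ± 4.30, 94.7 ± 11.5, 157 ± 1.82 and 113 ± 23.7. Cluster 5 returned to its starting level at P21 (mean 0.158 on the 0 to 1 scale, against 0.838 at P10 and 0.929 at P15), while cluster 6 stayed high (0.671, against 0.542 and 0.891). Genes of endothelial identity filled cluster 5 as well, 31 of 43 (odds ratio 12.0, adjusted p = 5.58e-13), and so did microglia genes, 14 of 31 (odds ratio 3.80, adjusted p = 0.00274).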

Interestingly, genes regulating blood vessel development, vasculature development, and angiogenesis were expressed at the highest levels during P10 and P15, and were greatly enriched in clusters 5 and 6 (Fig. 2c, d). Moreover, these two clusters included genes that encode proteins for signal transduction, cell communication, response to stimuli, and cell surface receptor signaling pathways, suggesting a major contribution of clusters 5 and 6 genes in the control of retinal vascular development. 

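JAK-STAT genes had 24 of 72 in cluster 5 (odds ratio 2.31, adjusted p = 0.00880, Fisher's exact test) and 21 of 72 in cluster 6 (odds ratio 3.57, adjusted p = 0.000111). Modulators of G-proteins had 59 of 207 in cluster 5 (28.5% against 17.7% of the other genes, odds ratio 1.85, adjusted p = 0.00121) and 40 in cluster 6 (odds ratio 2.09, adjusted p = 0.00104). Small GTPases had 9 of 15 in cluster 5 (odds ratio 6.91, adjusted p = 0.00227), including Cdc42 with 96.7 ± 13.7 FPKM at P6 and 214 ± 0.920 at P10 (mean ± s.d., n = 3 mice). Rac1 had 74.4 ± 6.17 and 161 ± 2.63, and both drive the cytoskeleton of migrating cells. Focal adhesion genes had 56 of 151 in cluster 5 (odds ratio 2.75, adjusted p = 7.01e-07). Cluster 6 took 16 of 33 blood-retina barrier genes (adjusted p = 8.93e-07), 11 of 20 genes of quiescence and flow (odds ratio 10.6), 18 of 88 Wnt genes (odds ratio 2.22) and 24 of 113 calcium genes (odds ratio 2.34). More calcium genes, 34, were in cluster 7 (odds ratio 2.49, adjusted p = 0.000444). MAPK genes did not pass in cluster 5 (adjusted p = 0.124) or 6 (adjusted p = 0.320), nor did Notch genes (adjusted p = 0.546 and 0.543). From the concentration of blood vessel genes and of signaling genes in the clusters that peak while the deeper vessel layers form, the paper proposes that these genes contribute strongly to the control of retinal vascular development (Fig. 2c, d). The lists were chosen here and tested against all other clustered genes, with 7 clusters and 44 lists in the correction.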

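Clusters 5 and 6 together held 3904 genes, 28.3% of those grouped. They include the transcription factor gene Fli1, with 29.5 ± 6.17 FPKM at P6 and 109.7 ± 10.6 at P15, and Ets1, with 33.3 ± 8.04 and 141 ± 6.45, both needed for endothelial gene expression (mean ± s.d., n = 3 mice). The guidance and Notch ligand gene Jag1 rose from 14.4 ± 2.24 to 52.6 ± 1.81, the Wnt and norrin receptor gene Fzd4 from 9.68 ± 1.55 to 53.8 ± 2.75, and the matricellular gene Ctgf from 5.67 ± 0.129 to 133 ± 25.0. Among transcription factor genes, Gata2 rose from 4.25 ± 1.09 to 22.8 ± 1.76 and Klf4, a flow-responsive gene, from 6.40 ± 1.60 to 38.6 ± 4.48. Grouped anew, the genes of the quadratic fit gave groups of 379 and 808 genes under the same numbers, of which 54 and 597 are in clusters 5 and 6.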

Based on these findings, we focused our subsequent analysis on the 3248 genes contained in the “angiogenic” clusters 5 and 6.

To identify the transcriptional regulators of the observed endothelial gene expression dynamics, genome-wide promoter activity was analyzed with ISMARA, a web-based automated tool for the computational reconstruction of regulatory circuitry^16^. Applying ISMARA to our retinal EC transcriptome data set, we found 93 TFs as putative key regulators according to their significant motif activities across the developmental stages (*z*-value > 0.7, Fig. 2e and Supplementary Data 2). Among the top-ranked TF motifs with the best explanatory power identified by ISMARA, already known key angiogenic factors such as Hif1α, Sox17, Lmo2, Elf1/2/4, and Nr2f2 were included. In addition, novel transcriptional regulators of vascular development, such as Yin yang 1 (Yy1), the ETS family member GABPalpha (Gabpa), or the bZIP TF MafB, were also predicted. 

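Transcripts of these factors followed different courses. Sox17, which specifies arteries, rose from 10.3 ± 0.909 FPKM at P6 to 23.0 ± 1.42 at P10 and 53 ± 2.06 at P15 (log2 change from P10 1.19, SE 0.119, adjusted p = 2.23e-05 from limma, n = 3 mice). Lmo2, a cofactor of vessel formation, had its highest mean at P10 with 100.3 ± 9.74 FPKM against 23.5 ± 4.72 at P6 (log2 change 2.08, SE 0.176, adjusted p = 7.17e-07), and dropped by 2.16 from P15 to P21. Elf1 went from 6.16 ± 1.35 at P6 to 14.6 ± 1.19 at P10 and 20.0 ± 2.09 at P15, Elf2 from 22.1 ± 2.24 to 33.7 ± 1.57 and 37.2 ± 2.72, and Elf4 from 2.59 ± 0.534 to 4.78 ± 0.476 and 4.86 ± 0.505. Hif1a, which encodes a factor stabilized in low oxygen, kept rising until P21, from 90.9 ± 5.36 at P6 to 172 ± 16.1 (log2 change from P15 0.26, SE 0.073, adjusted p = 0.00615), and fell by 0.60 by P50; it sits in cluster 6. Nr2f2, which specifies veins, differed across stages (adjusted p = 0.00243 in the F test) within a narrow span, from 6.81 ± 0.398 at P10 to 3.75 ± 0.542 at P50, and sits in cluster 4. Motif activities rest on promoter models and were not computed, so these are levels of the transcripts alone.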

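Gabpa and Yy1 shared the pattern of the vascular genes and both sat in cluster 5. Gabpa, an ETS factor of housekeeping promoters, rose from 11.0 ± 0.911 FPKM at P6 to 18.9 ± 0.499 at P10 (log2 change 0.76, SE 0.095, adjusted p = 1.82e-05 from limma, n = 3 mice) and returned to 11.5 ± 0.699 at P21. Yy1, which links enhancers to promoters, rose from 19.4 ± 0.889 to 25.1 ± 2.28 (log2 change 0.36, SE 0.093, adjusted p = 0.00472) and was at 18.0 ± 2.24 by P21. Across all stages both differed, with adjusted p = 4.05e-06 and 9.41e-05 in the F test.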

By combining the results of DEG clustering and ISMARA prediction, we chose MafB for further functional characterization because the TF was found among the top-ranked candidates based on ISMARA prediction (top 30%), was included in the angiogenic cluster (Fig. 2f), and was upregulated in retinal ECs during early postnatal development (Fig. 3a).

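Mafb went up between P6 and P10, from 14.6 ± 2.09 to 24.0 ± 3.96 FPKM (log2 change 0.69, SE 0.204, adjusted p = 0.0107 from limma, n = 3 mice), and stayed level to P15, at 25.5 ± 1.82. It dropped to 14.5 ± 4.45 at P21 (log2 change -0.84, SE 0.204, adjusted p = 0.00230) and stood at 20.6 ± 3.04 at P50 (0.54, adjusted p = 0.0698). Across the 5 stages it differed with adjusted p = 0.00366 and fell in cluster 5, whose members such as Hic1 (3.93 ± 1.01 at P6, 13.4 ± 1.11 at P10) and Mef2a (21.0 ± 1.42 and 43.5 ± 1.31) moved further. The bZIP factor it encodes is also a regulator of macrophages, and the microglia list moved in the same direction over these stages, with 31 of 31 genes lower at P21 and 27 of 31 higher at P50 (median 0.86). Without P6 replicate 2 the rise to P10 was 0.57 with adjusted p = 0.0508. The change from P21 to P50 was 0.26 to 0.68 with each library left out in turn, and it passed without P21 replicate 2 (adjusted p = 0.0357) and with quantile normalization (0.62, adjusted p = 0.0409).

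**Figure D2:**
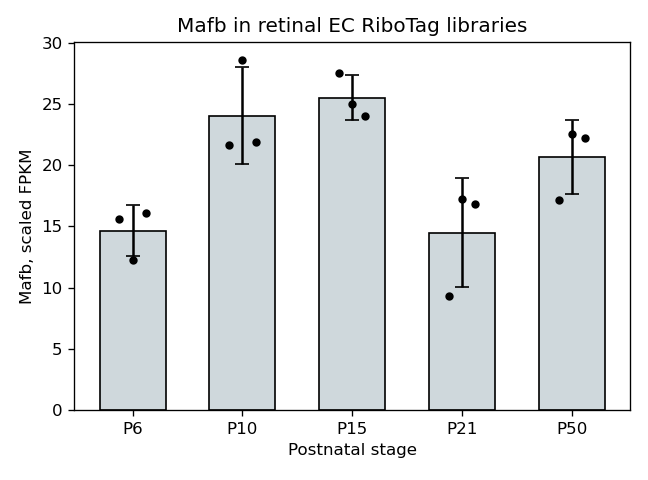
Mafb in the RiboTag time course as scaled FPKM. Points are libraries and bars are means, n = 3 mice per stage.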

**Fig. 3:**
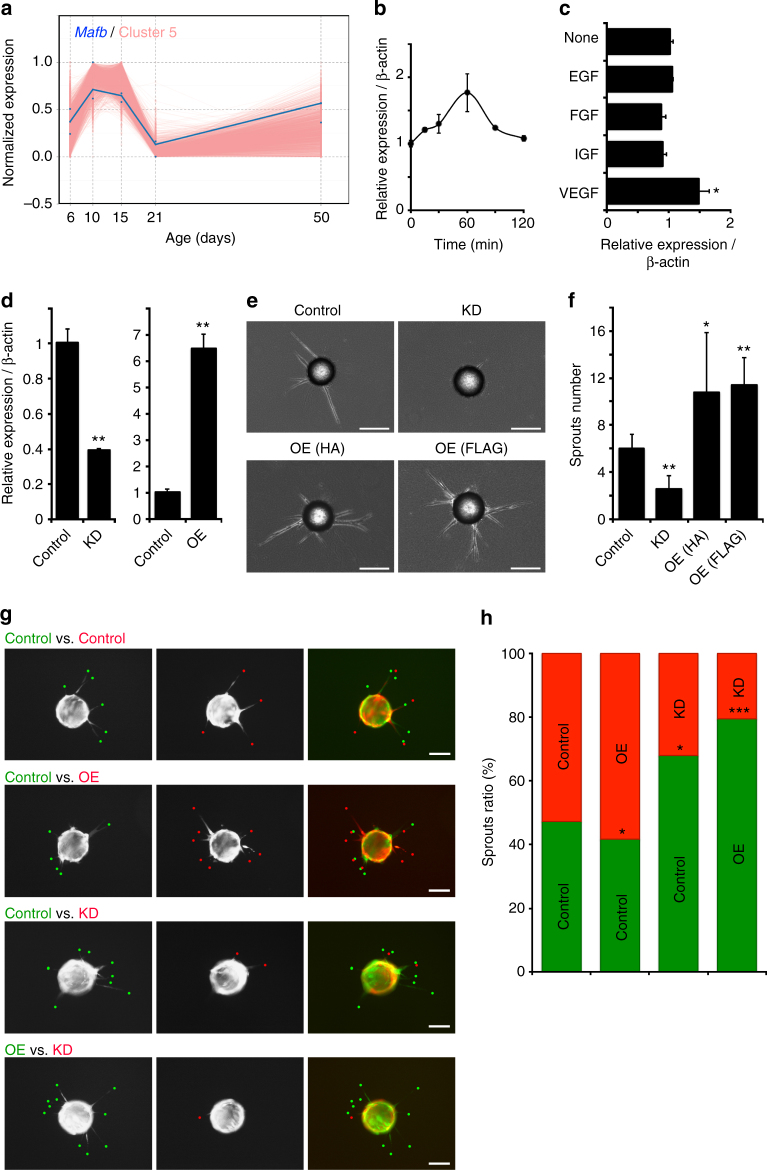
MafB is a novel TF regulating sprouting angiogenesis in vitro. **a** Normalized expression of *Mafb* (*blue*) among cluster 5 genes (*pink*) in postnatal retinal ECs. **b**, **c** RT-qPCR analysis of relative *Mafb* expression in MS1 ECs after treatment of complete EGM-2 media (**b**) or single growth factors, as indicated (**c**). *n* = 4, *P < 0.05; unpaired Student’s *t*-test. *Error bars* represent mean ± s.e.m. **d** RT-qPCR analysis of relative *Mafb* expression in MS1 EC lines infected with lentivirus containing no-insert (Control), *Mafb*-targeting shRNA (KD, knockdown) or HA-tagged *Mafb* cDNA (OE, overexpression). *n* = 3, **P < 0.001; unpaired Student’s *t*-test. *Error bars* represent mean + s.e.m. **e** Three-dimensional fibrin gel bead sprouting assay with stable MS1 lines expressing no insert (Control), *Mafb*-targeting shRNA (KD), HA-tagged *Mafb* cDNA (OE (HA)), or FLAG-tagged *Mafb* cDNA (OE (FLAG)). Representative spheroids are shown for each condition at culture day 3. *Scale bars* represent 170 μm. **f** Average number of sprouts per spheroid in each condition of **e**. *n* = 12, *Error bars* represent mean + s.d. *P < 0.05, **P < 0.001; unpaired Student’s *t*-test. **g** Competitive sprouting assay with 1:1 mixture of differentially labeled (eGFP or tdTomato) MS1 lines expressing no insert (Control), *Mafb*-targeting shRNA (KD) or HA-tagged *Mafb* cDNA (OE). Representative spheroids are shown for each condition at 8 h after the fibroblast seeding. *Scale bars* represent 100 μm. **h** Ratio of differentially labeled sprouts in each condition shown in **g**. *n* = 12, *P < 0.05, ***P < 0.0001; unpaired Student’s *t*-test

### MafB is indispensable for endothelial sprouting in vitro

As a member of the large Maf TF family, MafB regulates tissue-specific gene expression and cellular differentiation in various organs including brain, kidney, pancreas, skin, and blood^22–25^. Recently, MafB (mafba in zebrafish) has been implicated in the regulation of lymphangiogenesis but expression, although at lower level, was also detected in embryonic blood vessels and in cultured blood vessel ECs^26, 27^. First, we addressed whether extracellular stimulation induces *Mafb* expression in ECs in vitro. After 24-h starvation, we treated mouse vascular MS1 ECs (see “Methods”) with complete EGM-2 media or single growth factors and analyzed isolated total RNA at various time points from 0 to 120 min using RT-qPCR. Following EGM-2 stimulation, *Mafb* expression was significantly upregulated at 1 h after stimulation and dropped back to baseline at later time points (Fig. 3b). Increased *Mafb* expression was also observed after stimulation with VEGF-A but not with several other growth factors (Fig. 3c).

Next, we used a lentiviral infection system to establish mouse EC lines in which MafB is stably overexpressed or its endogenous expression suppressed (Fig. 3d; Supplementary Fig. 4a). EC sprouting from beads in 3D fibrin gels was strongly reduced after *Mafb* knockdown, whereas overexpression of epitope-tagged MafB led to significantly increased sprouting (Fig. 3e, f). Competitive sprouting assays, in which differentially labeled ECs had been mixed in a 1:1 ratio, showed that MafB expression positively correlated with the number of endothelial sprouts (Fig. 3g, h). *Mafb* knockdown also strongly impaired directional migration and collective migration in vitro and led to reduced adhesion to Collagen I-coated surfaces (Supplementary Fig. 4b–d). Taken together the results above show that MafB is controlled by pro-angiogenic stimuli and promotes angiogenic EC behavior in a cell-autonomous fashion in vitro.

### Defective retinal angiogenesis in EC-specific *Mafb* knockout mice

We next determined MafB expression in the developing retina by immunostaining of *Cdh5-EGFP* transgenic reporter mice, which express membrane Tomato and nuclear EGFP specifically in ECs. Nuclear MafB protein was observed in multiple cell types at different levels (Supplementary Fig. 5a). In the vascular endothelium, MafB was enriched in ECs at the distal end of sprouts, which is consistent with the VEGF-mediated induction of the gene (Supplementary Fig. 5b, c). MafB was also visible in the nuclei of arterial ECs (Supplementary Fig. 5d).

To investigate the function of MafB in the endothelium during physiological angiogenesis in vivo, we generated EC-specific inducible *Mafb* KO mice (*Pdgfb-iCre Mafb* ^p/p^ or *Mafb* ^iΔEC^) (Supplementary Fig. 6a, b). Cre-mediated inactivation of *Mafb* was induced by daily intraperitoneal injection of tamoxifen at P1–P3 for early induction, or at P5–P8 for late induction, as described previously^10^. Retinal blood vessels were analyzed at P6 or P10 following early induction, or at P11 following late induction (Fig. 4a). Consistent with the in vitro sprouting assay results, inactivation of *Mafb* in ECs led to markedly reduced outgrowth of the superficial retinal vessel plexus at P6 (Fig. 4b). Defects were even more pronounced at P10 when sprouting into the deeper retina was strongly impaired (Fig. 4c; Supplementary Fig. 6c). *Mafb* inactivation at P11 did not affect the superficial vessel plexus, which had formed before the administration of tamoxifen, but disrupted the vascularization of OPL in the retina (Fig. 4d). In contrast, *Mafb* inactivation at later stages of development (P10–P13 or P21–P25) did not result in overt defects suggesting that the TF is not required for vessel integrity and remodeling. These results establish that MafB is essential for retinal angiogenesis in early postnatal life, which is consistent with its expression pattern in ECs (Fig. 3a).

**Fig. 4:**
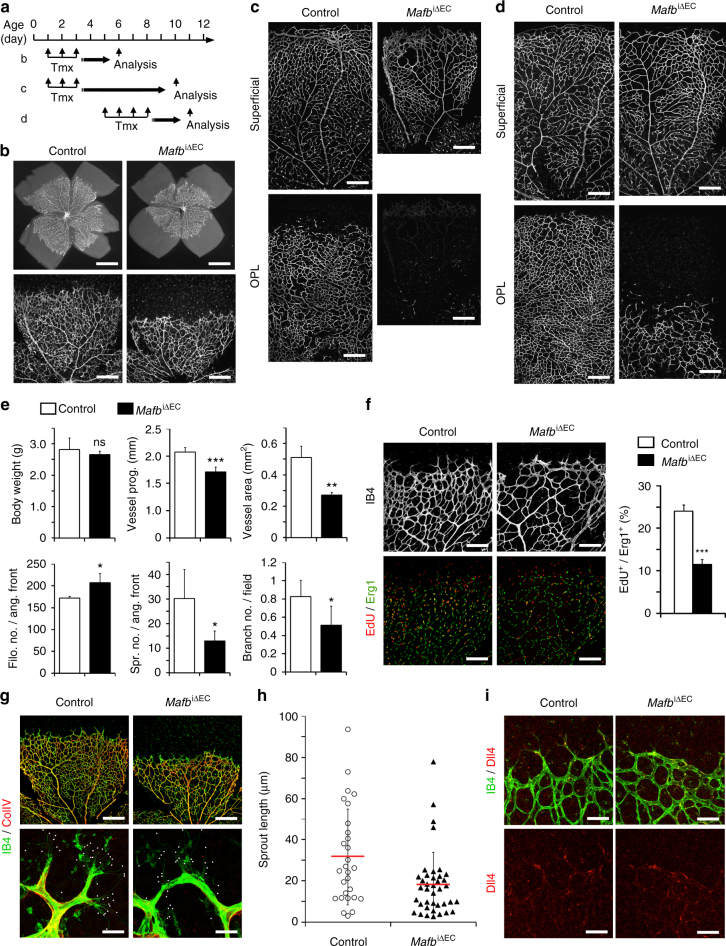
Retinal angiogenesis in EC-specific MafB KO mice. **a** Diagram of *Mafb* inactivation and mutant analysis. Tmx was injected at P1–P3 for early induction in **b** and **c** or at P5–P8 for late induction in **d**. Mice were sacrificed and analyzed at indicated ages. **b**–**d** IB4 staining of retinas from *Mafb* ^iΔEC^ and control littermates (Control) at P6 (**b**) or P10 (**c**) following the early induction, and at P11 following the late induction (**d**). *Scale bars* represent 0.5 mm (**b** *upper*) and 300 μm (**b** *lower*, **c** and **d**). **e** Analysis of control or *Mafb* ^iΔEC^ retinal vasculature. The number of EC filopodia and sprouts were counted and normalized for 1 mm in length of vessels at the angiogenic front. The number of branching points were defined as intersections between vessels within a field of 1000 μm^2^. *n* = 6, *Error bars* represent mean + s.d. *P < 0.05, **P < 0.001, ***P < 0.0001; unpaired Student’s *t*-test; ns, not significant. **f** P6 control or *Mafb* ^iΔEC^ retinas stained with IB4 (*white*), EdU (*red*), and anti-Erg1 antibody (*green*). *Scale bars* represent 150 μm. Graph shows the ratio of EdU^+^ ECs in Control and *Mafb* ^iΔEC^ retinas at P6. *n* = 6, *Error bars* represent mean + s.d., ***P < 0.0001; unpaired Student’s *t*-test. **g** P6 control or *Mafb* ^iΔEC^ retinas stained with IB4 (*green*) and anti-collagen IV (ColIV; *red*). *White dots* indicate filopodia. *Scale bars* represent 300 μm (*upper row*) and 25 μm (*lower row*). **h** Length of sprouts in P6 control or *Mafb* ^iΔEC^ retinas. *n* = 6, *Error bars* represent mean (*red line*) ± s.d., *P* < 0.0001; unpaired Student’s *t*-test. **i** P6 control or *Mafb* ^iΔEC^ retinas stained with IB4 (*green*) and anti-Dll4 (*red*). *Scale bars* represent 75 μm

Detailed characterization of the P6 *Mafb* ^iΔEC^ retinal vasculature confirmed that EC sprouting, vascular area, and vessel branch formation were significantly reduced relative to control littermates, while body weight was comparable in both groups (Fig. 4e). Administration of 5-ethynyl-2′-deoxyuridine (EdU) for 2 h prior to analysis showed decreased proliferation of *Mafb* ^iΔEC^ ECs (Fig. 4f). Normal Dll4 expression at the *Mafb* ^iΔEC^ vascular growth front and a slightly but significantly increased number of filopodia suggested that MafB is not essential for the specification of endothelial tip cells (Fig. 4e, g, i), whereas the length of mutant sprouts was strongly decreased (Fig. 4h). In addition, loss of MafB in ECs led to increased vascular regression and decreased mural cell coverage, indicative of defects in blood vessel vascular stability and maturation, respectively (Supplementary Fig. 6d, e). Collectively, these results show that MafB is an important regulator of EC behavior that controls vascular sprouting and multiple other aspects of angiogenesis in vivo.

### Gene expression changes in MafB-deficient retinal ECs

MafB can both activate or inhibit gene expression in a cell context-dependent fashion^28^. To identify MafB-regulated genes in the postnatal endothelium, we performed a combined RiboTag RNA-Seq analysis of P6 retinal ECs from *Pdgfb-iCre Mafb* ^p/p^ *Rpl22* ^HA/HA^ mutants (i.e., *Mafb* ^iΔEC^ mutants in the *Rpl22* ^HA/HA^ background) and *Pdgfb-iCre Mafb* ^wt/wt^ *Rpl22* ^HA/HA^ controls. 

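The knockout comparison set 3 RiboTag libraries of P6 MafbiΔEC retinas against the 3 libraries of P6 retinas of the time course, 1 mouse per library. The authors prepared and aligned these libraries as those of the time course and deposited them as a second FPKM table of 16,099 genes without libraries of control mice, so the test crosses 2 tables that were normalized separately. A gene absent from that table is not known to be 0, and 236 genes with an FPKM of at least 1 in all 3 P6 libraries are absent. Fragment totals recovered from the values were 3.57, 3.74 and 4.41 M for the mutant libraries. Over the genes of both tables the 6 libraries were scaled together (factors 0.915 to 0.922 for P6 and 1.09 for MafbiΔEC), and the 13,935 genes with an FPKM of at least 1 in at least 3 of them were tested with limma on log2 values. Of 43 genes of endothelial identity 2 passed, Cd34 and Nostrin (0.44, SE 0.125), both higher in the mutant. Pecam1 was at 44.5 ± 9.11 FPKM in P6 and 50.5 ± 5.36 in MafbiΔEC (log2 change 0.20, SE 0.145, adjusted p = 0.369 from limma, n = 3 mice), Cdh5 at 103.9 ± 19.4 and 106.9 ± 15.8, and Emcn at 10.4 ± 0.899 and 14.2 ± 2.63 (0.41, SE 0.133, adjusted p = 0.0635). Of the paper's other named genes, the lymphatic receptor gene Flt4 changed by -0.16 (SE 0.162, adjusted p = 0.528) and Prox1 by -0.06 (SE 0.094, adjusted p = 0.691).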

As expected, *Mafb* expression was markedly reduced in *Mafb* ^iΔEC^ heterozygotes and homozygotes by RT-qPCR or RNA-Seq analyses (Fig. 5a; Supplementary Data 3). 

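Mafb was lower in every MafbiΔEC library than in every P6 library, at 6.02 ± 0.175 against 15.9 ± 2.26 FPKM (log2 change -1.32, SE 0.116, adjusted p = 0.00425 from limma, n = 3 mice). Other genes that fell by at least 1 log2 unit include the lens crystallin gene Crybb1 (-1.94, SE 0.263), the bipolar cell receptor gene Grm6 (-1.50, SE 0.305) and Phf1 (-1.15, SE 0.130). Among factors of the same screen, Gabpa was higher by 0.40 (SE 0.096, adjusted p = 0.0257), and Sox17 (-0.30), Lmo2 (0.39) and Nr2f2 (-0.11) did not pass.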

RNA-Seq analysis of three biological replicates showed 1240 downregulated genes and 1129 upregulated genes after *Mafb* inactivation (Fig. 5b). 

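In MafbiΔEC, 1233 genes were higher and 1420 lower than in P6 at an adjusted p under 0.05 from limma, 19.0% of 13,935 tested (n = 3 mice per group). Most changes were modest: 61 rises and 89 falls reached 1 log2 unit. Among the rises were Cd52 (1.75, SE 0.168, from 18.8 ± 5.41 to 63.1 ± 3.83 FPKM), Cd48 (1.46, SE 0.130) and Axl (1.24, SE 0.171), genes of microglia and other immune cells, and the spindle gene Nusap1 (from 4.06 ± 0.717 to 10.4 ± 0.364). Among the falls were the zinc finger gene Zfp771 (-1.19, SE 0.133) and Ccdc85b (-1.12, SE 0.090). The 3 libraries of each group did not overlap for 40.5% of genes, against 10% by chance. Without the joint scaling, as deposited, 4659 genes were higher and 520 lower, because the median gene stood 0.234 log2 units higher in the mutant table. Without P6 replicate 1 the counts were 362 higher and 461 lower, without P6 replicate 2 698 and 845, and without MafbiΔEC replicate 1, 2 or 3 561 and 810, 677 and 986, and 628 and 847.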

Downregulated genes, representing targets that are positively regulated by MafB, were enriched for GO terms associated with developmental processes, while upregulated genes, representing negative targets, were enriched for terms associated with mitosis, cell cycle regulation and metabolism (Fig. 5c). 

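Mitotic genes were higher in MafbiΔEC as a group, with 87 of 89 above 0, 46 passing (58 adjusted over the list alone) and a median log2 change of 0.56. The mitotic and microglia lists were written after the paper's list of mutant genes had been read. By EdU labelling the paper reports less proliferation of MafbiΔEC ECs at P6 (Fig. 4f). The libraries also carry RNA of other cells, so these values do not say which cells account for the rise. The proliferation gene Mki67 went from 11.1 ± 2.03 to 22.3 ± 1.38 FPKM (1.00, SE 0.132, adjusted p = 0.00536 from limma, n = 3 mice). Depdc1a (1.06, SE 0.214) and Esco2 (1.00, SE 0.181), which serve chromosome segregation, rose likewise. The list gave adjusted p = 1.23e-17 in camera and adjusted p = 0.846 with an estimated correlation. Microglia genes moved with them: all 31 were above 0 and 15 passed (22 over the list alone). Among these were Ctss (from 357 ± 54.2 to 728 ± 71.9) and Tyrobp (0.83, SE 0.104), and the list gave adjusted p = 3.63e-10 and adjusted p = 0.846 with an estimated correlation. Of metabolic lists, 17 of 88 oxidative phosphorylation genes were higher and 1 lower (19 and 2 over the list alone), such as Uqcrb (0.90, SE 0.123). That list gave adjusted p = 0.00468, and adjusted p = 0.846 with an estimated correlation. Ribosomal protein genes were higher for 38 of 85 and lower for 4 (45 and 4 over the list alone), such as Rps27 (0.80, SE 0.089), with adjusted p = 1.50e-10 for the list, and adjusted p = 0.846 with an estimated correlation. Lower as groups at the preset correlation were rod, bipolar and ion channel genes, while cone, amacrine, horizontal and ganglion cell genes did not pass. Of 13 bipolar genes, 3 were lower (8 over the list alone), with adjusted p = 0.00220 for the list, and adjusted p = 0.846 with an estimated correlation. Of 26 rod genes, 6 were lower and 1 higher (9 and 1 over the list alone), such as Reep6 (-0.82, SE 0.144), with adjusted p = 0.00714 for the list, and adjusted p = 0.928 with an estimated correlation. Of 120 ion channel genes, 18 were lower and 2 higher (the same over the list alone), such as Clcn2 (-0.88, SE 0.161), with adjusted p = 0.0409 for the list, and adjusted p = 0.928 with an estimated correlation. Of 49 Notch genes, 12 were lower and 3 higher (the same over the list alone), with Dtx3 at -0.82 (SE 0.131) and Rfng at -0.70 (SE 0.086). The set gave adjusted p = 0.119 in camera and adjusted p = 0.846 with an estimated correlation. From these lists of regulated genes the paper states that MafB promotes genes of developmental processes and restrains genes of mitosis, cell cycle and metabolism (Fig. 5c).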

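Of 91 vasculature development genes tested, 9 were higher in MafbiΔEC and 3 lower (the same over the list alone), and the list as a whole did not move against other genes (adjusted p = 0.675 in camera of limma, and adjusted p = 0.979 with an estimated correlation). Higher were the TGF-beta receptor gene Tgfbr1, from 26.8 ± 2.14 to 44.3 ± 1.58 FPKM (log2 change 0.72, SE 0.078, adjusted p = 0.00487 from limma, n = 3 mice), the adrenomedullin receptor gene Calcrl (0.71, SE 0.133), Mef2c (0.61, SE 0.115) and the tip cell gene Esm1 (0.61, SE 0.144). Dll4, which marks tip cells and arteries, was lower, from 13.2 ± 0.726 to 9.90 ± 0.946 (-0.40, SE 0.096, adjusted p = 0.0261), and the venous gene Darc changed by -0.96 (SE 0.089). The paper reports normal Dll4 staining at the mutant growth front (Fig. 4i), while the value here is ribosome-bound RNA from whole retinas. Kdr did not pass (adjusted p = 0.307), and the stem and tip cell gene Cd34 was higher by 0.61 (SE 0.154).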

Mammalian phenotype enrichment analysis (MamPhEA)^29^ further demonstrated that MafB-regulated genes in retinal ECs were associated with phenotypes such as abnormal vasculature morphology, abnormal vascular EC physiology, abnormal apoptosis, abnormal placenta morphology, and abnormal nervous system morphology (Supplementary Fig. 7). Because the vascular and the nervous system show similarities at the morphological and molecular levels, and share common developmental principles coordinating their physiological growth^30^, these results support the important cell-autonomous role of MafB in ECs seen in vivo and in vitro.

**Fig. 5:**
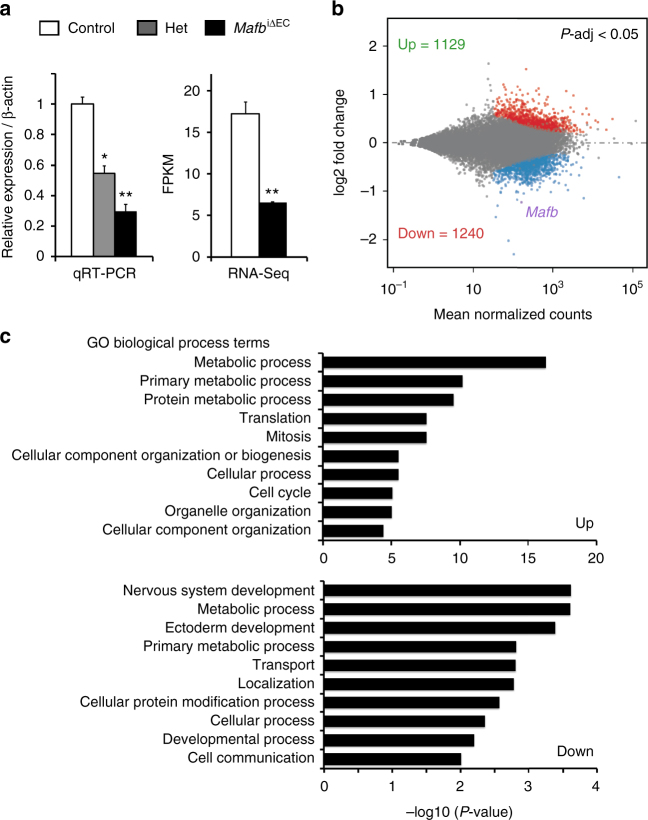
RiboTag/RNA-Seq analysis of EC-specific *Mafb* mutant mice. **a** *Mafb* expression in P6 control, *Mafb* heterozygous mutant (*Pdgfb-iCre Mafb* ^*+/p*^; Het) or *Mafb* ^iΔEC^ retinal ECs assessed by RT-qPCR or RNA-Seq. *n* = 3, *Error bars* represent mean + s.e.m. *P < 0.05, **P < 0.001; unpaired Student’s *t-*test. **b** MA plot of DEGs between P6 *Mafb* ^iΔEC^ ECs and control retinal ECs. *n* = 3, *red dots*, upregulated genes (1129); *blue dots*, downregulated genes (1240); *purple dot*, *Mafb*. **c** Top GO biological process terms enriched in up- or downregulated genes in *Mafb* mutant retinal ECs at P6

### ChIP-Seq analysis of MafB in ECs

Next, we addressed which of the gene expression changes observed in *Mafb* ^iΔEC^ ECs in vivo can be directly attributed to MafB. To this end, we performed ChIP-Seq analysis of cultured MS1 ECs stably overexpressing HA-tagged MafB. This led to the identification of 2438 peaks associated with MafB binding in ECs (Fig. 6a), which were distributed across the whole genome but enriched in genic regions, especially in the promoter and first intron (Fig. 6b). 

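ChIP-Seq located HA-tagged MafB in MS1 cells, a mouse endothelial line that overexpresses it, from 1 immunoprecipitate and 1 input library. The authors aligned reads to mm10 with Bowtie2 and called peaks with HOMER against the input. They deposited a peak table with positions, scores in tags and enrichment over the input as a fold. The header of that table gives 4484 putative peaks, from which 398 were dropped against local signal, 13 as clonal and the rest against the input. Of all tags, 0.340% lie inside peaks. Peaks were assigned to the gene with the nearest transcription start in the GENCODE M21 annotation, which gave 1876 genes, among them Git1 and Arhgdib. The peak with the highest score, 47, lies in a later intron of Mad1l1, a spindle checkpoint gene, with 129-fold enrichment, followed by a site upstream of the planar polarity gene Prickle1 (43.5) and one in Fez2 (41). With a single library on each side there is no replicate, and p-values of overlaps describe genes or peaks, not the variation of the binding assay.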

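Of the 2438 peaks, 358 had their centre in a first intron (14.7%, 95% interval 13.3 to 16.1), against 12.7% of random positions (odds ratio 1.18, p = 0.00711, Fisher's exact test). Each peak counts in 1 class, with sites within 1 kb of a transcription start and in exons taken first. Counted whatever else they overlap, first introns held 386 peaks (15.8% against 14.0%, odds ratio 1.15, p = 0.0161, Fisher's exact test), a count chosen after the data were seen. Within 1 kb of the start of any coding transcript lay 78 peaks (3.20%, odds ratio to random positions 1.18, p = 0.173, Fisher's exact test). Counted from 1 start per coding gene, 56 peaks lay within 1 kb (2.30%, 95% interval 1.77 to 2.97), against 1.65% of random positions. Within 10 kb the share was 14.8% for both, and within 50 kb 48.2% against 43.9%. Later introns held 25.7% of peaks against 24.0% of random positions, and intergenic sequence 1315 peaks, 53.9% against 58.1% (odds ratio 0.844, p = 7.58e-05, Fisher's exact test). The median distance to a transcription start was 53.7 kb, against 65.8 kb for random positions. Sites near starts include the Arhgdib peak at 644 bases and the Tnrc18 peak at -1116 bases with a score of 34, while the peaks assigned to the guidance receptor gene Nrp1 and to Calcrl lie at -240,698 and 193,820 bases.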

De novo motif discovery using HOMER software^31^ identified a MafB motif that resembled both the canonical Maf-recognition element (MARE; GCTGA(G/C)TCA(T/C)) and a slightly expanded version of the MafB motif found in the JASPAR database (Fig. 6c). 

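The Maf recognition element TGCTGASTCA, searched with at most 1 mismatch within 100 bases of the peak centre, occurred in 233 of 2438 peaks (9.56%, 95% interval 8.45 to 10.8) and in 169 of 4876 flanking windows 2 kb away (3.47%, odds ratio 2.94, p = 2.33e-25, Fisher's exact test). Exact sites occurred in 39 peaks (1.60%) and 0.287% of flanks (odds ratio 5.65, p = 2.56e-09), and the core TGASTCA, shared with AP-1 factors, in 243 peaks (9.97% against 3.24%, odds ratio 3.31). Named peaks were searched over all their 438 bases, a length at which 7.57% of random windows hold a site with at most 1 mismatch. Among the strongest peaks, those of Prickle1 (TGCTGTGTCA) and Fez2 (TGCTGAATCA) carry a site with 1 mismatch, and that of Mad1l1 comes within 2 mismatches. The peak upstream of Smap2, an Arf GTPase-activating gene, carries TGCTGAGTTA. The sites of Fez2 and Smap2 start more than 100 bases from the peak centre, outside the window of the counts above. De novo discovery was not run, so the sequence looked for is the known element.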

Interestingly, genomic regions enrichment of annotations tool (GREAT) analysis^32^ demonstrated that genes associated with MafB peaks are highly enriched for relevant phenotype terms, such as abnormal vascular EC physiology and abnormal induced retinal neovascularization. Consistently, disease ontology terms for human vasculature diseases, such as aneurysm, retinal vascular disease, diabetic retinopathy and diabetic angiopathy, and carotid artery disease were also significantly enriched in MafB peak-associated genes (Fig. 6d). Moreover, MafB peak-associated genes were also strongly enriched in the angiogenic clusters 5 and 6 (Fig. 6e) suggesting that MafB directly regulates the expression of genes controlling vascular growth and integrity.

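Genes nearest to a MafB peak were over-represented in cluster 6, with 200 of 1403 genes (14.3% against 9.68% of the others, odds ratio 1.55, adjusted p = 2.23e-06, Fisher's exact test). In cluster 5 they were 257 of 2369 (odds ratio 1.09, adjusted p = 0.230). Cluster 3 (13.5%, odds ratio 1.41, adjusted p = 0.00399) and cluster 7 (12.0%, odds ratio 1.24, adjusted p = 0.0112) also held more than the other genes. Cluster 1 held fewer, at 7.24% (odds ratio 0.665), as did cluster 2 (odds ratio 0.810, adjusted p = 0.0114) and cluster 4 (odds ratio 0.780, adjusted p = 0.00404). Bound genes of the vascular lists include Nrp1 and Calcrl, which respond to VEGF and adrenomedullin. Random positions assigned in the same way, in 10 draws, gave odds ratios from 1.2 to 1.61 for cluster 6 (median 1.29), 0.877 to 1.15 for cluster 5, 1.2 to 1.57 for cluster 7 and 0.664 to 0.835 for cluster 2, ranges that hold the values of the peaks. For cluster 3 they gave 1.50 to 1.95 and for cluster 1 0.779 to 1.03, both above the values of the peaks, and for cluster 4 0.623 to 0.729, below it. Where a range holds the value of the peaks, so few draws cannot show that peaks and random positions are alike. The peaks come from 1 library of cultured cells, and the clusters from retinal tissue.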

**Fig. 6:**
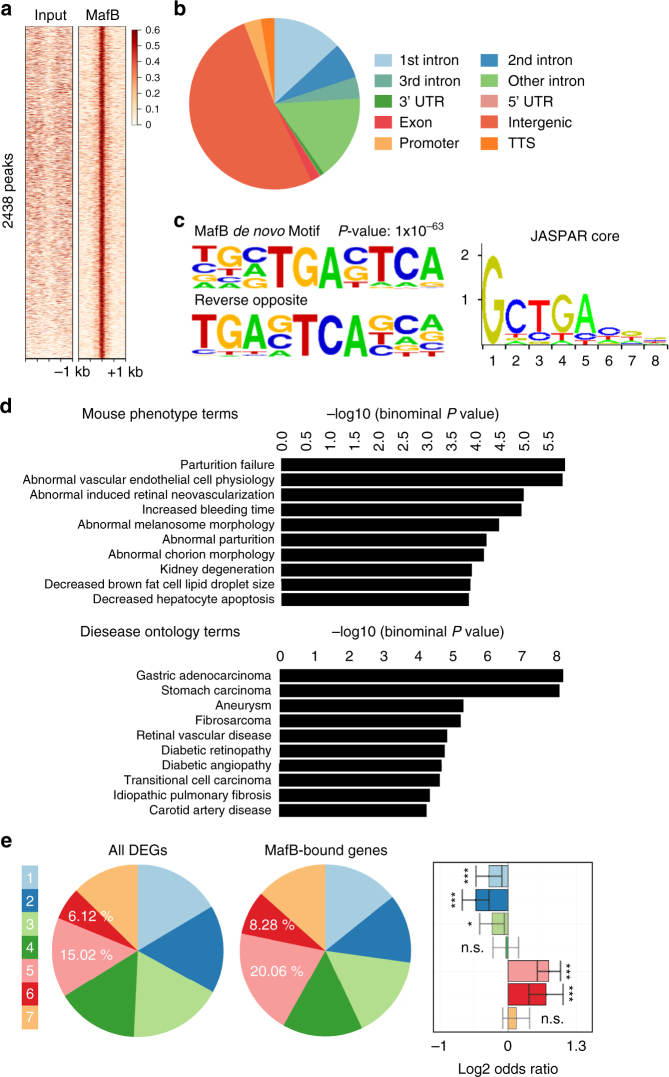
ChIP-Seq analysis of MafB in ECs. **a**, **b** Heat map of 2438 peaks of MafB ChIP-Seq with input (**a**) and distribution of MafB peaks across the genome (**b**). *C﻿olo﻿r scale﻿* c﻿orresponds to reads per million mapped reads in 20 bp bins. **c** MafB de novo motif identified by HOMER with JASPAR MafB (*Rattus norvegicus*) motif. **d** Enriched mouse phenotype terms (*top*) and disease ontology terms (*bottom*) for genes associated with MafB in the context of ECs. **e** Association between MafB-bound genes and retinal clusters of differential gene expression (Fisher’s exact test with FDR adjustment for multiple testing; ns, not significant; *q-value < 0.05; **q-value < 0.01; ***q-value < 0.001)

### MafB-controlled target genes regulate EC behavior

Next, we identified direct and functional target genes of MafB by intersecting genes regulated by MafB in retinal ECs with MafB-bound genes identified in the ChIP-Seq analysis. 

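Genes near a MafB peak were less often changed in MafbiΔEC than other genes: 190 genes were both, where 247.9 were expected from 12,444 genes (7.73% of changed genes against 10.7% of the others, odds ratio 0.702, p = 9.95e-06, Fisher's exact test). Of the 190, 134 were higher in the mutant and 56 lower. Among higher genes, 11.7% were bound against 9.92% of the others (odds ratio 1.2, p = 0.0638, Fisher's exact test), such as Arhgdib, Rgs10 and Calcrl. Among lower genes, 4.27% were bound against 10.8% (odds ratio 0.370, p = 6.32e-16, Fisher's exact test), such as Git1, Rasa4 and Tnrc18. Random positions, in 10 draws, gave odds ratios of 0.630 to 0.795 for all changed genes (median 0.685). For higher genes they gave 0.900 to 1.214 (median 1.06) and for lower genes 0.368 to 0.568 (median 0.457). These ranges hold the values of the peaks, near the upper end for higher genes and near the lower end for lower genes. So few draws cannot show that peaks and random positions are alike. With regions modelled on the defaults of GREAT, the tool named in the paper's methods, 298 genes were both against 390.5 expected (odds ratio 0.683). Without the joint scaling of the 2 FPKM tables the odds ratio was 1.24 (p = 0.000405, Fisher's exact test).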

We observed significant overlap of those two different gene sets (Fisher’s exact test, *P* value < 2.2 × 10^−16^), with 307 genes identified as putative direct targets of MafB (Fig. 7a). These genes were distributed in all seven clusters but were significantly enriched in the angiogenic cluster 5 relative to all DEGs in retinal ECs (Fig. 7b; Fisher’s exact test, *P* < 3.43 × 10^−8^). In particular, modulators of G-proteins (PANTHER Protein Class PC00022) were significantly enriched among the direct targets of MafB (Bonferroni correction for multiple testing, *P* = 0.0261), suggesting that impaired G-protein signaling might be linked to the defective sprouting morphogenesis of *Mafb* ^iΔEC^ ECs in vivo. 

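Of the bound and changed genes 184 were in a cluster, and cluster 5 held 63 of them, 34.2% against 20.0% of the background (odds ratio 2.11, adjusted p = 4.33e-05, Fisher's exact test). Git1 and Arhgdib are both among cluster 5 genes, with Git1 at 21.0 ± 2.31 FPKM at P6 and 33.8 ± 1.89 at P15 and Arhgdib at 23.9 ± 2.85 and 47.9 ± 4.03 in the time course (mean ± s.d., n = 3 mice). Of all changed genes, bound or not, 21.4% were in cluster 5. The other clusters held 35 in cluster 4, 25 in cluster 6 (odds ratio 1.31, adjusted p = 0.346), 22 in cluster 2, 16 in cluster 1, 14 in cluster 7 and 9 in cluster 3. In cluster 2 the share was 12.0% against 19.1% (adjusted p = 0.0472).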

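Modulators of G-proteins made up 6 of the 190 genes bound and changed (3.16% against 1.59% of the other genes, odds ratio 2.02, p = 0.132, Fisher's exact test). Besides Arhgdib and Git1 they are the Arf exchange factor gene Iqsec3, which has 3 peaks (log2 change in MafbiΔEC -0.36, adjusted p = 0.0255 from limma, n = 3 mice), and 3 more genes. These are the Ras GTPase-activating gene Rasa4 (-0.50, adjusted p = 0.0122), Rgs10 (0.64, adjusted p = 0.00892), which shuts off G-alpha subunits, and Smap2 (0.34, adjusted p = 0.0174). Across all 203 tested members of the list, bound or not, 17 were higher and 22 lower (17 and 23 over the list alone), such as Rgl3 (-0.93, SE 0.170), Chml (0.86, SE 0.168) and Arhgef6 (0.83, SE 0.166). That list gave adjusted p = 0.905 in camera and adjusted p = 0.979 with an estimated correlation. With only peaks at or above the median score, 5 of 120 genes were modulators (odds ratio 2.69, p = 0.0450, Fisher's exact test). From the enrichment of this class among direct targets, the paper proposes that impaired G-protein signaling might be linked to the sprouting defect. The list was written from gene families, not taken from the PANTHER class the paper tested.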

G-protein-coupled receptor-2-interacting protein-1 (Git1) and Rho GDP dissociation inhibitor-beta (Arhgdib, also known as RhoGDI2) were selected as the most promising MafB-effector target genes regulating G-protein signaling and EC behavior. Recent studies have shown that Git1 is important for the directional migration of ECs and sprouting angiogenesis during lung development or tumor growth in vivo^33, 34^. Git1 activates Rac1/Cdc42 and Mek1–Erk1/2 pathways to induce cortactin activation and lamellipodia formation, which is critical for the directional migration of ECs^33^. In contrast, Arhgdib/RhoGDI2 is known to inhibit Rho GTPases, preferentially Rac1 and Cdc42, by direct interaction and thereby maintains Rho proteins in the inactive, GDP-bound state^35^. Binding of MafB was detected in the first intron of the *Git1* and *Arhgdib* genes (Fig. 7c). 

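At Git1, 1 peak lies in the first intron, on chromosome 11 from 77,496,960 to 77,497,398, 3617 bases past the transcription start. It has a score of 14, the lowest in the table, with 12.5 normalized tags against 1 in the input and 16.8-fold enrichment over it. At Arhgdib, a peak on chromosome 6 from 136,941,036 to 136,941,474 has its centre in the first intron, 644 bases from the transcription start, with a score of 17 and 12.2-fold enrichment (18.1 tags against 2). A second peak nearest to the same start lies at 136,958,904 to 136,959,342, at a distance of -17,224 bases, beside the rod gene Pde6h, with 4.59-fold enrichment. Scores across all 2438 peaks run from 14 to 47 with a median of 15.

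**Figure D3:**
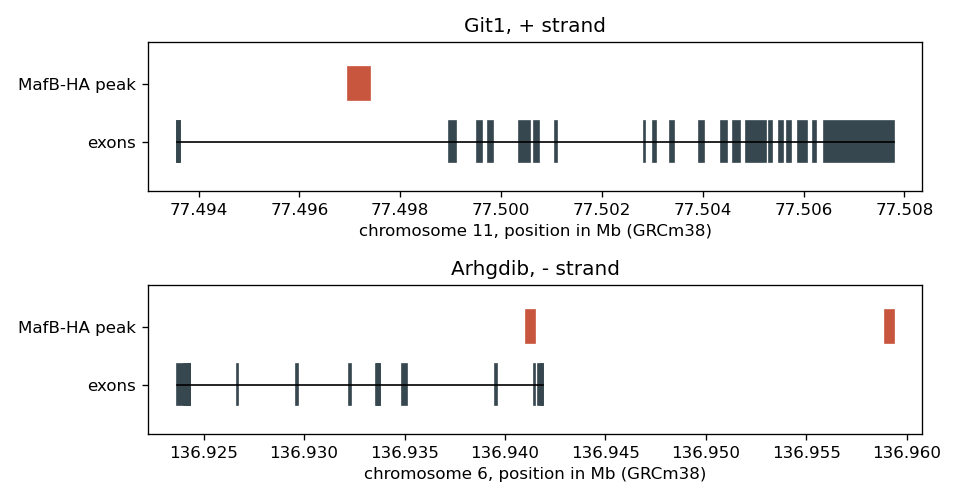
Exons of protein-coding transcripts and MafB peaks at Git1 and Arhgdib. The peaks come from 1 immunoprecipitate and 1 input library.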

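Git1 was at 22.7 ± 2.49 FPKM in P6 and 16.6 ± 0.416 in MafbiΔEC (log2 change -0.44, SE 0.092, adjusted p = 0.0173 from limma, n = 3 mice). Arhgdib was at 25.8 ± 3.07 and 41.4 ± 2.19 (0.68, SE 0.097, adjusted p = 0.00633). Rac1 and Cdc42, on which the paper has both proteins act, were higher in the mutant: Rac1 by 0.37 (SE 0.089, adjusted p = 0.0255) and Cdc42 from 104.7 ± 14.7 to 152 ± 9.72 (adjusted p = 0.0139). Rhoa was higher as well, by 0.57 (SE 0.111, adjusted p = 0.0133). RNA levels do not report the GTP-bound, active share of these proteins. Git1 did not pass without P6 replicate 1 (-0.41, adjusted p = 0.0674), without MafbiΔEC replicate 1 (-0.42, adjusted p = 0.0544) or without the joint scaling of the 2 tables (-0.19, adjusted p = 0.134).

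**Figure D4:**
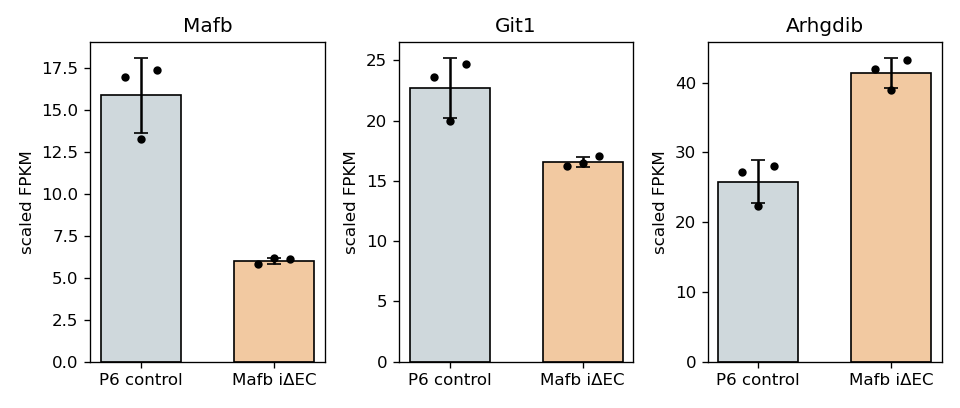
Mafb, Git1 and Arhgdib in P6 and P6 MafbiΔEC libraries as scaled FPKM. Points are libraries and bars are means, n = 3 mice per group; the groups come from 2 tables.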

In MafB-deficient retinal ECs, *Git1* transcript expression was decreased, whereas *Arhgdib* mRNA was increased, which was confirmed by RT-qPCR analysis (Fig. 7d, e). It has been reported that MafB has two modes of action for the regulation of target gene expression, which are MARE-dependent or MARE-independent^36^. 

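In the Git1 peak the best match to the Maf recognition element was ATCTGTGTCA, at 77,497,208, with 3 mismatches. The first intron of Git1, 5330 bases long, holds 2 sites with at most 1 mismatch, such as TGCAGAGTCA from 77,494,743 to 77,494,752, outside the peak. In the Arhgdib peak at the first intron the best match was TGCAGACCCA, with 2 mismatches, and in its upstream peak TTCTGAGTTA, with 2. For the form of the element that the paper prints, GCTGASTCAY, the best matches had 2 mismatches in the Git1 peak, 3 in the Arhgdib peak at the first intron and 2 in the upstream peak. The first intron of Arhgdib, 4364 to 9469 bases long depending on the transcript, holds 4 sites with at most 1 mismatch to TGCTGASTCA in each transcript form, such as CGCTGAGTCA from 136,937,360 to 136,937,369. This site matches GCTGASTCAY up to its last position, which was not examined, as the introns were not searched for that form. Of random windows of peak length, 7.57% hold a match with at most 1 mismatch, 54.0% with at most 2 and 99.3% with at most 3, so matches at 2 or 3 mismatches carry little information. The first introns are many times longer than these windows, so a site with 1 mismatch is likelier there by chance.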

Interestingly, the first intron of *Git1* contains a MafB-binding motif whereas RhoGDI2 lacks a MARE consensus sequence, suggesting distinct mechanisms of MafB target gene regulation in ECs. Knockdown of *Mafb* expression in MS1 ECs led to strongly reduced levels of active Rac1 and Cdc42 (Fig. 7f, g), suggesting that MafB-dependent upregulation of Git1 and downregulation of RhoGDI2 control the activity of Rho family GTPase synergistically. Rac1^37, 38^ and Cdc42^39, 40^ are critical regulators of endothelial sprouting and control central aspects of EC behavior including lamellipodia formation, adhesion and migration. Consistent with the observed downregulation of active Rac1 and Cdc42, MafB-depleted ECs showed significantly reduced directional migration in a 2D VEGF-A gradient as well as impaired collective migration and adhesion (Supplementary Fig. 4b–d). To determine whether re-activated small GTPase activity can rescue the MafB KD phenotype, we transfected constitutively active form of Rac1 (Rac1-V12) into control (scrambled siRNA-treated) or *Mafb* KD MS1 ECs (Supplementary Fig. 8a, b). As a result, the collective migration and sprouting defects in *Mafb* KD cells were rescued (Supplementary Fig. 8c, d). Taken together, these results identify MafB as a key regulator of EC migratory behavior in response to external signals, which involves both the upregulation and suppression of target genes (Fig. 7g).

**Fig. 7:**
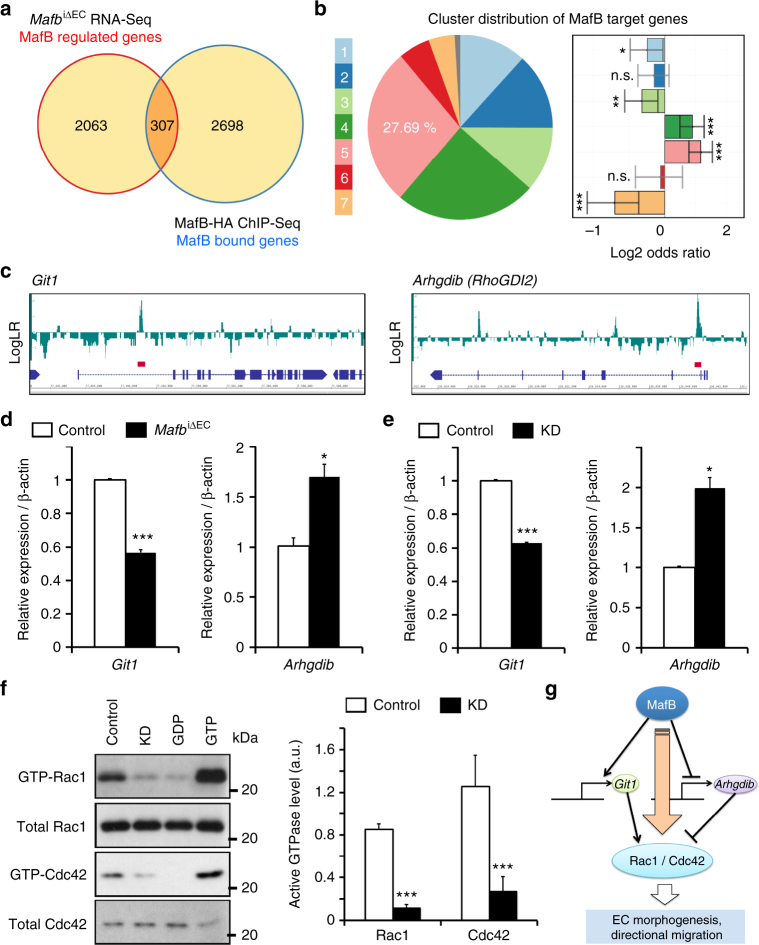
Direct target genes of MafB for the regulation of EC behavior. **a** Venn diagram of putative MafB-regulated genes identified by P6 retinal EC RNA-Seq and MafB ChIP-Seq. **b** Association between MafB target genes and retinal clusters of differential gene expression. Only genes overlapping in **a** are used for this analysis. (Fisher’s exact test with FDR adjustment for multiple testing; ns, not significant; *q-value < 0.05; **q-value < 0.01; ***q-value < 0.001). **c** MafB ChIP-Seq tracks of *Git1* and *Arhgdib* genes; *red bars*, MafB peaks called by HOMER. **d**, **e** RT-qPCR analysis of *Git1* and *Arhgdib* in P6 retinal ECs (**d**) or MS1 mouse EC lines (**e**). *n* = 3, *P < 0.05, ***P < 0.0001; unpaired Student’s *t*-test, *Error bars* represent mean + s.e.m. **f** Precipitation and western blot detection of active, GTP-bound Rac1 and Cdc42 in *Mafb* knockdown (KD) MS1 ECs in vitro. Graph shows quantification by densitometric analysis. Active Rac1/Cdc42 levels were normalized with the total Rac1/Cdc42 in whole cell lysates. GDP and GTP demonstrate negative and positive controls of active Rac1/Cdc42 levels, respectively. *n* = 3, *Error bars* represent mean + s.d., ***P < 0.0001; unpaired Student’s *t*-test. **g** Schematic model outlining the transcriptional regulation of EC behavior by MafB. MafB regulates expression of *Git1* and *Arhgdib* simultaneously but differentially, which facilitates Rac1 and Cdc42 activation and thereby promotes vascular morphogenesis and directional EC migration

## Discussion

Gene expression profiling is a powerful approach for the analysis of cellular behavior and the characterization of molecular mechanisms controlling a wide range of biological processes. In the case of angiogenesis, numerous in vitro studies have explored how gene expression in ECs is altered after exposure to stimuli such as pro-angiogenic signals, or during the formation of tubular structures in 3D culture systems^41–45^. While these studies have provided valuable insights, cultured ECs can only recapitulate certain aspects of angiogenic vessel growth, lack exposure to crucial flow and tissue-derived signals, and fail to undergo differentiation, remodeling and maturation processes, which are crucial for the formation of a fully functional vascular network in vivo. By contrast, studies using ECs from in vivo models of angiogenesis typically struggle with issues such as the amount and purity of the freshly isolated cells, and are complicated by time-consuming and presumably expression-altering tissue dissociation and cell sorting steps. The latter are avoided by Ribosome/RiboTag profiling, which, in combination with cell type-specific genetic approaches, enables the direct and rapid immunoprecipitation of ribosome-bound transcripts at high purity. This approach has been used, for example, for the characterization of gene expression in different central nervous system (CNS) cell types^46, 47^, of CNS astrocytes during scar formation and regeneration, or of mRNA translation in axons of developing and adult neurons^48^. These studies have also greatly benefitted by recent advancements in RNA-Seq technology and in the bioinformatic analysis of large transcript data sets^49^.

In the current study, the integration of such methods has enabled the generation of an extensive data set of EC gene expression during different, biologically defined key stages of retinal angiogenesis. This has led to the in silico identification of seven gene expression clusters reflecting different functions and signaling pathway activities. While early stages of retinal angiogenesis are characterized by transiently high levels of genes involved in biosynthetic processes, metabolism and cell cycle regulation, many of the well-known regulators of angiogenesis, including critical cell adhesion molecules, receptors, ligands, and TFs, are enriched in clusters 5 and 6. Later stages of vascular morphogenesis in the retina show a sharp downregulation of these genes suggesting that this reduced expression of pro-angiogenic regulators might enable vessel stabilization, remodeling and maturation steps. However, the upregulation of anti-angiogenic factors or changes in endothelial metabolism, as proposed previously^50, 51^, or ion homeostasis may also contribute to the transition from active growth to quiescence. We propose that similar genes and expression clusters might prove relevant for angiogenesis in other organs. Furthermore, the deregulation of these genes, such as abnormal and persisting upregulation of biosynthetic, metabolic and pro-angiogenic regulators may be relevant for processes of pathological angiogenesis, which are often characterized by deregulated growth, lack of vessel maturation and defective remodeling^52–54^.

Many TFs control processes such as EC proliferation, junction formation or arteriovenous differentiation, and thereby play critical roles in normal and pathological blood vessel growth. For example, Ets family TFs (Elf1/2/4 and Erg), which are among the highest scoring TFs in our analysis, are major regulators of EC function and angiogenic growth^55, 56^. They have been also shown to act in combination with Forkhead TFs, which are crucial for vascular morphogenesis^50, 57^. Another transcriptional regulator identified in our analysis is one of the most important known regulators of arteriovenous differentiation, namely Nr2f2 (COUP-TFII), an orphan nuclear receptor that is expressed by venous ECs^58, 59^. Among the TFs that have not been previously associated with blood vessel morphogenesis, we have focused on MafB, a member of the Maf TF family and the large AP-1 super-family^60^. Global inactivation of murine *Mafb* led to perinatal lethality and showed that the gene is required for several developmental processes such as patterning of the embryonic hindbrain, podocyte differentiation and survival of renal tubule epithelial cells, aspects of brain stem neurogenesis, and islet beta cell maturation in the pancreas^25, 61–63^. More recently, MafB was also shown to maintain the mature status of lymphatic ECs by inducing expression of Prox1 and other TFs controlling lymphatic vessel development^64^. In the zebrafish embryo, MafB controls the migration of lymphatic EC precursors emerging from the posterior cardinal vein^27^. Both studies also reported that MafB expression is induced by signaling interactions between VEGF-C and its main receptor, the tyrosine kinase VEGFR3. The latter is consistent with our own data indicating that *Mafb* expression can be also induced by VEGF-A and, presumably, via activation of the receptor VEGFR2 (Fig. 3b, c). The new findings also establish that MafB is required for angiogenesis in vitro and in vivo, which involves the regulation of small GTPases controlling cytoskeletal dynamics and thereby cell migration (Fig. 7g). This link between MafB and cytoskeletal regulators may well prove relevant for lymphangiogenesis and other biological functions of the TF.

Interestingly, the role of MafB in ECs is not confined to the induction of gene expression but also appears to be mediated by target repression of targets. MafB was previously shown to control erythroid development by repressing Ets-1-mediated gene expression, which, however, involves direct binding of the two TFs^65^ rather than the formation of a DNA-bound repressor complex. During hindbrain segmentation in the early embryo, MafB was found to induce expression of the TF Hoxa3 but repressed the expression of Hoxb1^61^. Activating and repressing roles for MafB and the related Maf/MafA protein were also observed during kinetic transcriptome analysis of epidermal regeneration in vitro^22^. Whether MafB-dependent gene downregulation in these studies was mediated directly, i.e., via formation of DNA-bound repressor complexes, through protein-protein interactions (as shown for Ets-1), or through altered expression of downstream TFs remains to be addressed.

Taken together, our study has generated a detailed EC-specific in vivo gene expression atlas that enables the prediction of gene function in critical steps or developmental stages of angiogenic vessel growth. As shown for the example of MafB, this powerful approach enables the identification of novel regulators and molecular processes mediating angiogenic growth of blood vessels.

## Methods

### Mice and inducible genetic modifications

We generated loxP-flanked *Mafb* conditional KO mice (*Mafb* ^p/p^, Supplementary Fig. 6b). *Pdgfb-iCre* transgenic mice were bred into a background of RiboTag (*Rpl22* ^HA/HA^), and/or *Mafb* ^p/p^ mice. To induce Cre-mediated gene recombination, tamoxifen (Tmx; T5648; Sigma-Aldrich) was dissolved in 100% ethanol, further diluted with peanut oil, and then intraperitoneally injected at P1–P3 for early induction (50 μl of 1 mg/ml Tmx per day) or at P5–P8 for late induction (50 μl of 2 mg/ml Tmx per day), respectively. Tmx-injected *Mafb* ^p/p^ littermates were always used as controls. *Cdh5-EGFP* transgenic mice were generated by pronuclear injection into fertilized mouse oocytes. The injected construct consists of a cDNA encoding membrane-tagged tdTomato (Addgene plasmid # 17787), 2A peptide, AU1 tag, and H2B-EGFP (Addgene plasmid # 11680) introduced by homologous recombination into the start codon of *Cdh5* in PAC clone 353-G15. All mice were maintained on the C57BL/6 background.

All animal experiments were performed in compliance with the relevant laws and institutional guidelines, approved by local animal ethics committees, and conducted with permissions granted by the Landesamt für Natur, Umwelt und Verbraucherschutz (LANUV) of North Rhine-Westphalia, Germany.

### Mouse retinal vasculature analysis

All immunostainings and quantitative analysis of mouse retina were performed as described previously^10^. Both male and female mice of the indicated age were used. In brief, whole animal eyes were fixed in 4% paraformaldehyde (PFA, P6148; Sigma Aldrich) at 4 °C for 2 h (for multiple whole-mount immunohistochemistry) or overnight (for quantitation of retinal vasculatures and filopodia/sprout analysis). After PBS washing, retinas were dissected and partially cut in four quadrants. Blocking/permeabilization with 1% BSA and 0.3% Triton X-100 in PBS for 30 min, 3× washing with Pblec buffer (1% Triton X-100, 1 mM CaCl_2_, 1 mM MgCl_2_ and 0.1 mM MnCl_2_ in PBS), and incubation with Pblec buffer containing primary antibodies (1:50 dilution) at 4 °C for overnight were followed by secondary antibody staining using suitable species-specific Alexa Fluor-coupled antibodies (Invitrogen, 1:200 dilution) and flat-mounting in microscope glass slides with Fluoromount-G (0100-01; SouthernBiotech). Can Get Signal immunostain solution B (Toyobo) was used to enhance the intensity and specificity of immunostaining. We performed immunostaining using following antibodies: biotinylated IB4 (B-1205; VectorLabs), rat anti-HA (3F10; Roche), rabbit anti-MafB (IHC-00351-1; Bethyl Laboratories), rabbit anti-Erg1 (EPR3863; Abcam), rabbit anti-ColIV (2150-1470; Serotec), goat anti-Dll4 (AF1389; R&D), goat anti-Pdgfrb (AF1042; R&D), and streptavidin Alexa Fluor-488 (Invitrogen). For labeling of proliferating cells, 50 μl of 10 mM EdU (Life Technologies) was injected intraperitoneally 2 h before sacrifice. Mouse retinas were processed as described and EdU-positive cells were detected with the Click-iT EdU Alexa Fluor-647 Imaging Kit (C10340; Life Technologies). Quantifications of retinal vasculature were performed on high-resolution confocal images of at least six retina samples per group with the Volocity software (Perkin Elmer).

### Isolation of polysome-bound mRNAs using RiboTag

RiboTag analysis was performed as described previously with minor modifications^15^. Both male and female mice of the indicated age were used. Mouse retinas were isolated, immersed in liquid nitrogen immediately to snap freeze, and stored at −80 °C for later use. We added 400 μl of polysome buffer (50 mM Tris, pH 7.5, 100 mM KCl, 12 mM MgCl_2_, 1% Nonidet P-40, 1 mM DTT, 200 U/ml RNasin, 1 mg/ml heparin, 100 μg/ml cyclohexamide, and 1× protease inhibitor mixture) to each sample and disrupted the tissue in 1.5 ml microcentrifuge tubes using pellet pestles (749540-0000; Kimble Chase). Postmitochondrial supernatant was formed by centrifugation for 10 min at 12,000 rpm at 4 °C and 10 μl of the supernatant were saved for input. For immunoprecipitation (IP) against HA, we added 25 μl of anti-HA antibody-conjugated magnetic beads (M180-11; MBL) to the retinal supernatant prior to incubation on an orbital shaker at 4 °C overnight. IP beads were washed for four times with high-salt buffer (50 mM Tris, pH 7.5, 300 mM KCl, 12 mM MgCl_2_, 1% Nonidet P-40, 1 mM DTT, and 100 μg/ml cyclohexamide) and resuspended in 350 μl of RLT plus buffer plus β-mercaptoethanol. Total RNAs were extracted using RNeasy Micro kit (Qiagen) according to manufacturer’s instructions. The quality and quantity of the RNA samples were analyzed using Bioanalyzer with RNA 6000 pico kit (Agilent).

### RNA-Seq and gene expression analysis

RNA library construction was performed with the Illumina TruSeq Stranded Total RNA Sample Preparation Kit with Ribo-Zero (Illumina) according to the manufacturer’s instructions. The resulting mRNA library was sequenced on a MiSeq sequencer using 2 × 75 bp paired-end MiSeq v3 chemistry (Illumina). Sequenced reads were aligned to the mouse (mm10) reference genome with TopHat (version 2.0.12)^66^, and the aligned reads were used to quantify mRNA expression by using HTSeq-count (version 0.6.1)^67^. DESeq2^68^ was used to identify DEGs across the samples. To identify genes with significant expression profile differences over time between retinal developmental stages, we used Next-maSigPro^19^, an R Bioconductor package that works by fitting a generalized linear model with negative binomial dispersion to the library-corrected gene reads counts, but explicitly accounting for the time-dependence of the polynomial model. The method regards a gene as DE if the coefficients of its fitted model are significant for any time variable. Both, the correction for RNA-Seq library-specific artifacts [trimmed mean of *M*-values (TMM) normalization] and the estimation of the *θ* dispersion parameter were done using the implemented R Bioconductor edgeR package^69^. The TMM normalization factors were always close to 1. After benchmark analyses, next-maSigPro was run with the parameters: *θ* = 1/(edgeR Φ) = 7.55; FDR < 0.05; *R* ^2^ = 0.5. The different stages of the DGE analysis are visualized in Supplementary Fig. 1c.

### Clustering of gene expression dynamics and other analyses

For each gene, the TMM normalized gene counts where linearly scaled to a 0–1 range to minimize the effect of outlier measurements in the clustering procedure. The proportion of variance explained by time variables increased from < 24% before scaling to >80% after it. Several clustering methods including hierarchical clustering, c-means soft clustering and STEM where tested, all of which had similar results (every cluster had > 50% one-to-one correspondence across algorithms). The *k* parameter (*k* = 7) was chosen by the elbow method on the basis of functional (total number of enriched GO terms) and structural criteria (percentage of variance explained) readouts as shown in Supplementary Fig. 2d. To quantify per-cluster enrichment of gene annotation sets, we used the enrichment test based in the hyper-geometric distribution calculated by the R Bioconductor package clusterProfiler with Benjamini–Hochberg, FDR < 0.01^70^. GSEA^20^ was used to analyze whether a previously defined gene sets show statistically significant, concordant differences between two biological states. ISMARA^16^ was used for the prediction of retinal EC transcriptional regulators using the mm9 version of the mouse genome. The overall contribution of a TF motif was reported as a *z*-value that represents the average number of standard deviations of the motif activity from the zero across the time course. MamPhEA was used to evaluate the overrepresentation of mouse-mutant phenotypes^29^.

### Cell culture and lentiviral infection

MS1 mouse pancreas ECs (CRL-2279; ATCC) were cultured in DMEM medium supplemented with 5% fetal calf serum (FCS) at 37°C and 5% CO_2_. For extracellular stimulation, ECs were incubated for 2 h in serum-free EBM-2 (Lonza) followed by treatment of complete EGM-2 media (EBM-2+EGM-2 SingleQuot Kit; Lonza), hVEGF-A (20 ng/ml), hFGF-B (10 ng/ml), R^3^-IGF-1 (10 ng/ml), or hEGF (10 ng/ml). HA or FLAG-tagged MafB construct was amplified by PCR, sub-cloned into pCR8/GW/TOPO (Invitrogen), and cloned with pLEX_307 (Addgene, #41392) by an LR recombination reaction. To produce lentiviruses, HEK293 cells were plated at a density of 8 × 10^6^ per 10 cm dish. On the next day, the cells were transfected with 3 μg of psPAX2 (Addgene, #12260), 1.5 μg of pMD2.G (Addgene, #12259) and 4.5 μg of lentiviral vector pLKO.1-scrambled shRNA (Control), pLKO.1-Mafb-shRNA (TRCN0000081969), pLEX_307-mock, pLEX_307-HA-Mafb, pLEX_307-FLAG-Mafb, LeGO-E (eGFP, Addgene, #27359), or LeGO-T2 (tdTomato, Addgene, #27342) using 27 μl Fugene 6 in 600 µl Opti-MEM per dish. Virus-containing supernatants were collected at 24 h, filtered through a 0.4-µm PVDF filter (Millipore), concentrated at 20,000 rpm for 2 h using a optima L-100 XP ultracentrifuge (Beckman Coulter), re-suspended in knockout DMEM and then stored at −80 °C until use. The lentivirus-infected cells were then subcultured and selected in puromycin (Sigma) or blasticidin (Calbiochem) to generate stable cell lines. Control (scrambled) or MafB KD MS1 cells were transfected with Rac1-V12-Myc constructs for 24 h by PEI 25kD (Polysciences). The cell lines were not tested for mycoplasma contamination.

### 3D fibrin gel bead sprouting assay in vitro

The in vitro sprouting assay using 3D fibrin gel was performed as described previously^71^ with minor modifications. In brief, MS1 mouse ECs were suspended with Cytodex 3 microcarriers (GE Healthcare Life Sciences) at a concentration of 400–450 cells per bead in 1 ml of DMEM growth medium (Sigma), incubated for 4 h at 37 °C with gentle shaking every 20 min, transferred to a low attachment surface dish, and incubated for overnight in 5 ml of DMEM at 37 °C and 5% CO_2_. The following day, the cell-coated beads were resuspended in 3 mg/ml of fibrinogen (Sigma), received 0.625 U/ml of thrombin (Sigma) and were placed in 35 mm µ-Dish culture plates (Ibidi). The fibrinogen/bead solution was allowed to clot for 5 min at room temperature before it was placed at 37 °C and 5% CO_2_ for 30 min. Growth media was added and equilibrated with the fibrin clot for 30 min and then replaced with 1 ml of fresh medium. C3H/10T1/2 fibroblasts (CCL-226; ATCC) were seeded on top of the fibrin gel at a concentration of 3 × 10^4^ cells per dish. Growth medium was changed every other day. We monitored the number of EC sprouts for 3 days and counted 12 beads per condition. For the competitive sprouting assay, we mixed differentially labeled ECs with eGFP or tdTomato at a 1:1 ratio and then analyzed at 8 h after the fibroblast seeding.

### Quantitative RT-PCR

Total RNA was isolated using RNeasy Micro plus kit (Qiagen) according to the manufacturer’s protocol, and then used to generate cDNA with the iScript cDNA Synthesis kit (Bio-Rad). Real-time PCR was performed using TaqMan or SYBR green gene expression assays (Thermo) on an ABI PRISM 7900HT Sequence Detection System (Applied Biosystems) or CFX96 Real-time PCR Detection System (Bio-rad). Gene expression assays were normalized to endogenous *Actb* probe (4352341E; Thermo) as standard. FAM-conjugated TaqMan probes for *Mafb* (Mm00627481_s1; Thermo), *Git1* (Mm01241200_m1; Thermo), and *Arhgdib* (Mm00801450_m1; Thermo) were used along with TaqMan Gene Expression Master Mix (Applied Biosystems) to perform qPCR. Relative quantification was carried out using ΔΔCT method.

### ChIP and ChIP-Seq analysis

ChIP was performed as described previously^72^ with some modifications. In brief, HA-tagged MafB overexpressed MS1 ECs were cross-linked with 1% (wt/vol) formaldehyde for 10 min at room temperature and then added glycine to a final concentration of 0.15 M. Chromatin was sonicated to an average fragment length of 150–250 bp using SFX250 digital sonifier (Branson) for 2 min: 0.7 s on/1.3 s off on ice and immunoprecipitated with anti-HA antibody-conjugated magnetic beads (M180-11; MBL) overnight at 4 °C. Following protein–DNA complex elution, samples were treated with RNaseA and proteinase K and incubated at 65 °C overnight for reverse cross-linking. Immunoprecipitated DNA was purified using AMPure XP SPRI beads (Beckman Coulter). Sequencing libraries were prepared with NEBNext Ultra DNA Library Prep Kit for Illumina (New England BioLabs) according to the manufacturer’s instructions and sequenced on a MiSeq sequencer using 2 × 75 bp paired-end MiSeq v3 chemistry (Illumina). Sequencing reads were aligned to the mm10 reference mouse genome using Bowtie2^73^ and analyzed with HOMER^31^ for peak finding, motif analysis and peaks annotation. Gene set annotation enrichment tests were performed using GREAT v.3.0^32^ with default parameters and were subsequently used for calculating the overlap with DEGs in the Mafb-cKO RNA-Seq experiment.

### Rac1/Cdc42 activation assay

Control (scrambled) or MafB-KD MS1 ECs were serum starved for 2 h and stimulated with complete EGM-2 media for 30 min. Active Rac1 and Cdc42 were analyzed with Rac1/Cdc42 Activation Assay Kit (Millipore) according to the manufacturer’s instructions. An aliquot of 100 μM of GTPγS or 1 mM of GDP were added to cell extracts and incubated at 30 °C for 15 min with agitation for positive or negative control, respectively.

### In vitro assays

Chemotactic directional migration of mouse ECs exposed to a VEGF gradient (max. 50 ng/ml) was measured using Collagen IV-coated μ-Slide Chemotaxis 2D chamber (Ibidi) according to the manufacturer’s instructions. Real-time images were taken with a fluorescence microscope Axio Observer Z1 (Carl Zeiss) equipped with a ×10 objective lens and an environmental chamber that maintained 37 °C and 5% CO_2_ for 24 h at 10 min intervals and analyzed using Chemotaxis and Migration Tool (Ibidi) on ImageJ.

Scratch wound healing assay was performed to examine collective migration of ECs. Confluent cell layers in 24-well plates were carefully wounded using a sterile 200 µl tip, washed twice with medium and cultured for 12 h or 24 h. The area between the wound edges was measured before and after the recovery and quantified using light microscopy and ImageJ. For cell adhesion assay, MS1 cells were deprived of serum for 8 h, seeded to 0.02% Collagen I coated wells, and incubated for 30 min. After washed four times with media, adherent cells were cultured for 4 h for recovery, added by CCK-8 solution (Dojindo laboratories), then incubated for an additional 2 h. Absorbance at 490 nm were measured using BioPhotometer (Eppendorf).

### Statistics and reproducibility

Data sets with normal distributions were analyzed with unpaired Student’s two-tailed *t*-﻿tests to compare two conditions. Results are depicted as mean ± s.d. or mean ± s.e.m. as indicated in figure legends. All experiments for quantitative analysis and representative images were reproduced at least three times.

### Data availability

Sequencing data that support the findings of this study have been deposited in GEO under accession code GSE86788. All other data supporting the findings are available within the paper and its supplementary information files.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

# Supplementary material for: Transcriptional regulation of endothelial cell behavior during sprouting angiogenesis
**Source:** Nat Commun. 2017 Sep 28;8:726. doi: 10.1038/s41467-017-00738-7
**Supplement:** Supplementary file 1 — Supplementary Information

a

P50 *Pdgfb-iCre;Rpl22^{HA/HA}*

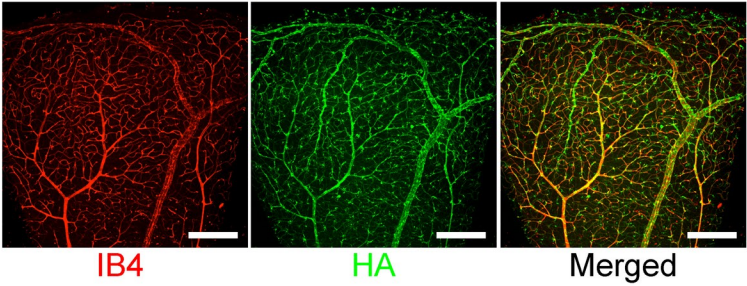

b

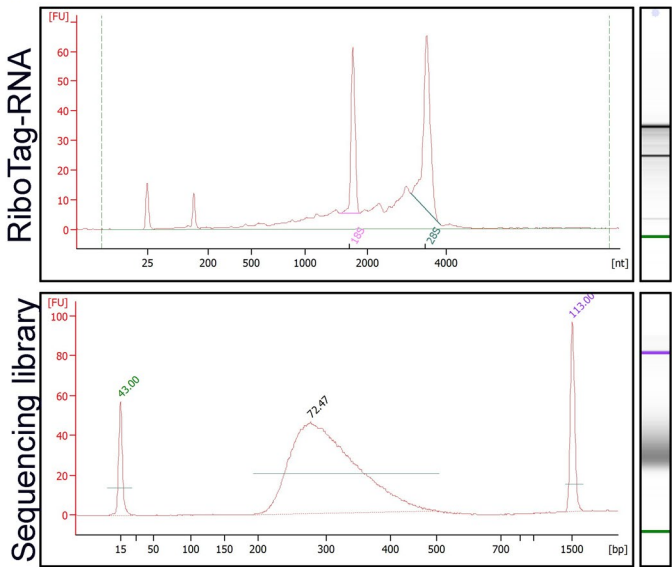

	P6	P10	P15	P21	P50
RNA (ng)	17.79	45.57	14.20	15.59	5.38
	15.86	31.98	15.05	14.84	11.05
	16.55	27.42	33.76	9.68	12.03
Average	16.73	34.99	21.00	13.37	9.49
RIN	7.80	6.90	8.00	8.10	7.60
	8.20	7.20	8.30	8.00	7.50
	8.10	7.20	6.80	8.00	7.40
Average	8.03	7.10	7.70	8.03	7.50

c

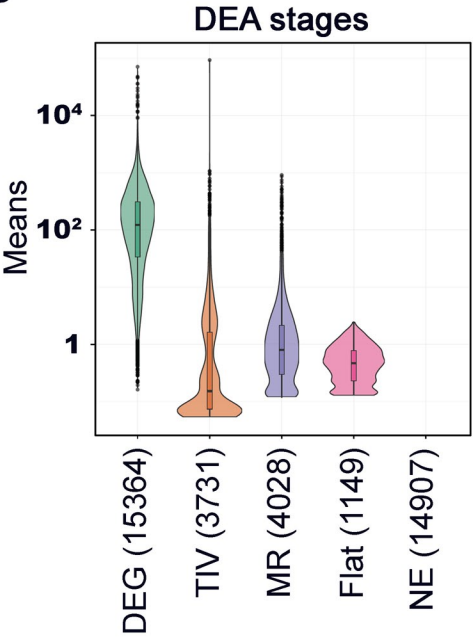

Supplementary Figure 1. DEA of retinal EC profiling during postnatal development

(a) P50 *Pdgfb-iCre Rpl22*^{HA/HA} retina stained with Isolectin B4 (IB4, red) and anti-HA antibody (green). Scale bars represent 300 μ m.

(b) Bioanalyzer analysis of retinal EC-RiboTag RNA and sequencing library. Lower table shows the total amount of immunoprecipitated RNA and RNA integrity number (RIN) for each sample.

(c) Retinal EC transcriptome analysis. NE, no expression; Flat, Flat profiles (T.fit); MR, non-significant after model refinement (p.vector); TIV, time-independent variability (get.siggenes); DEG, differentially expressed genes.

a

P6 vs. P10

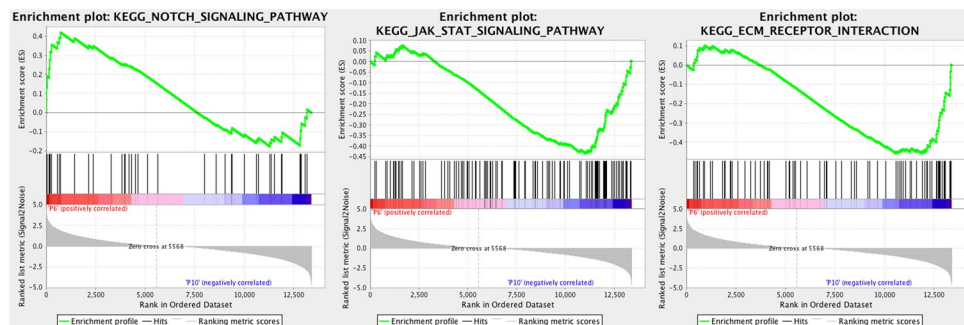

b

P15 vs. P21

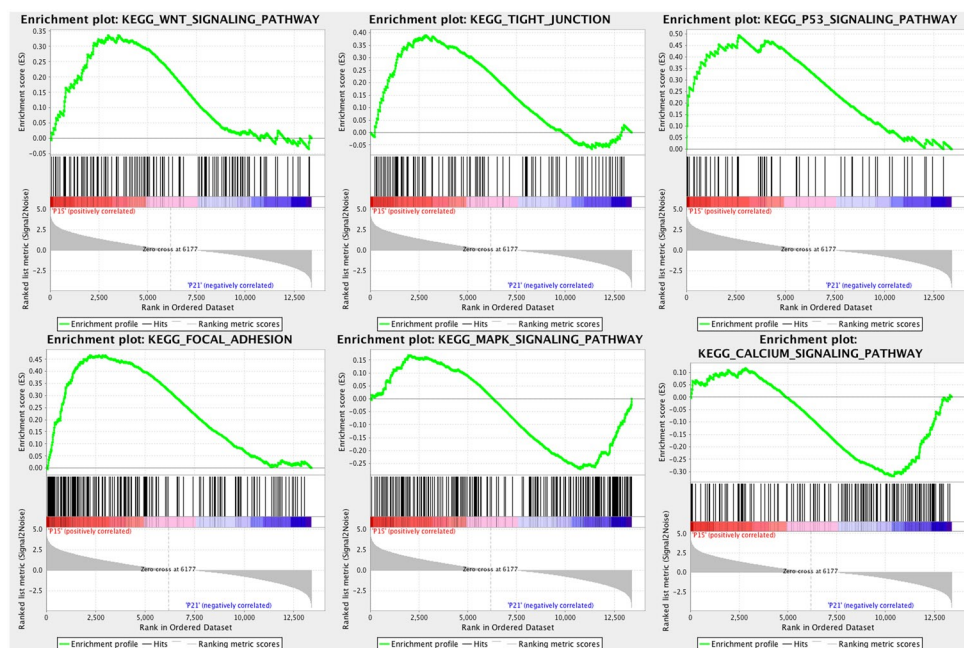

c

Clusters

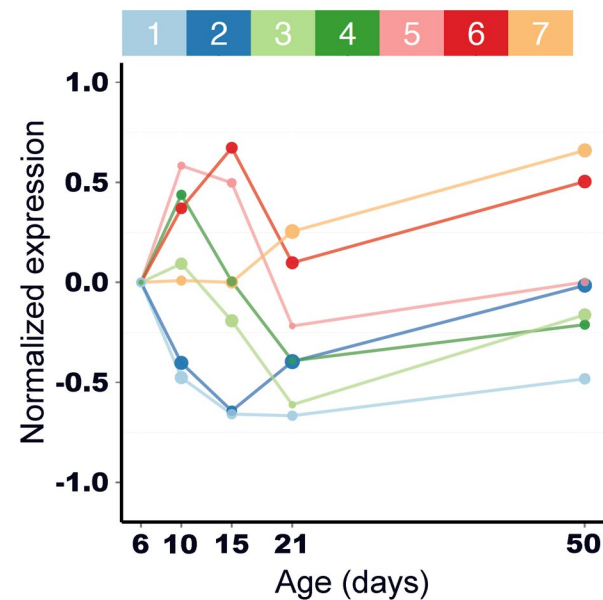

d

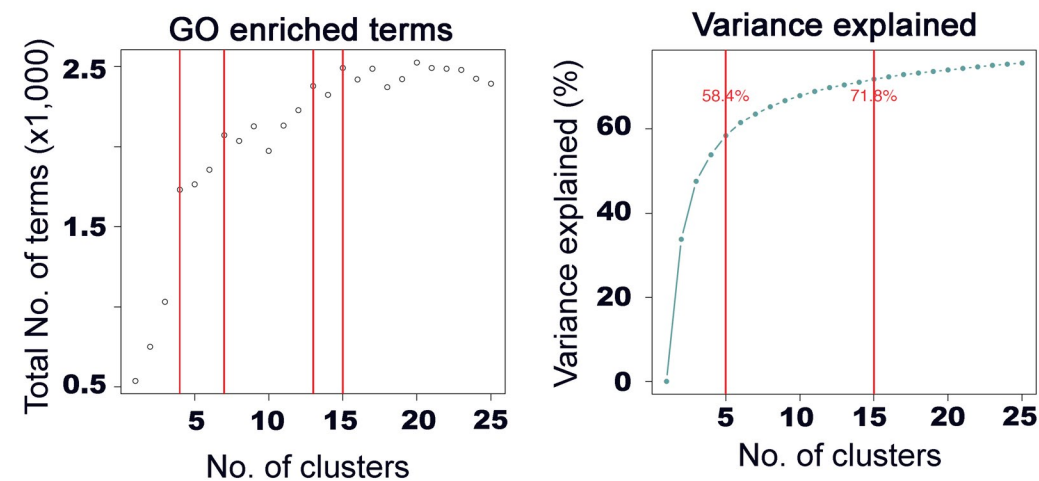

Supplementary Figure 2. GSEA of retinal EC DEGs

(a and b) Enrichment plots of GSEA results in early (P6) vs. mid (P10) stages (a), or mid (P15) vs. late (P21) stages (b). Curated gene sets derived from the KEGG pathway database (c2.cp.kegg.v5.1.symbols.gmt) were used. Only some representative examples are shown.

(c) Expression dynamics of 7 DEG clusters.

(d) Total number of enriched GO terms (top) and percentage of variance explained (bottom) according to the number of clusters in the k-means clustering algorithm.

a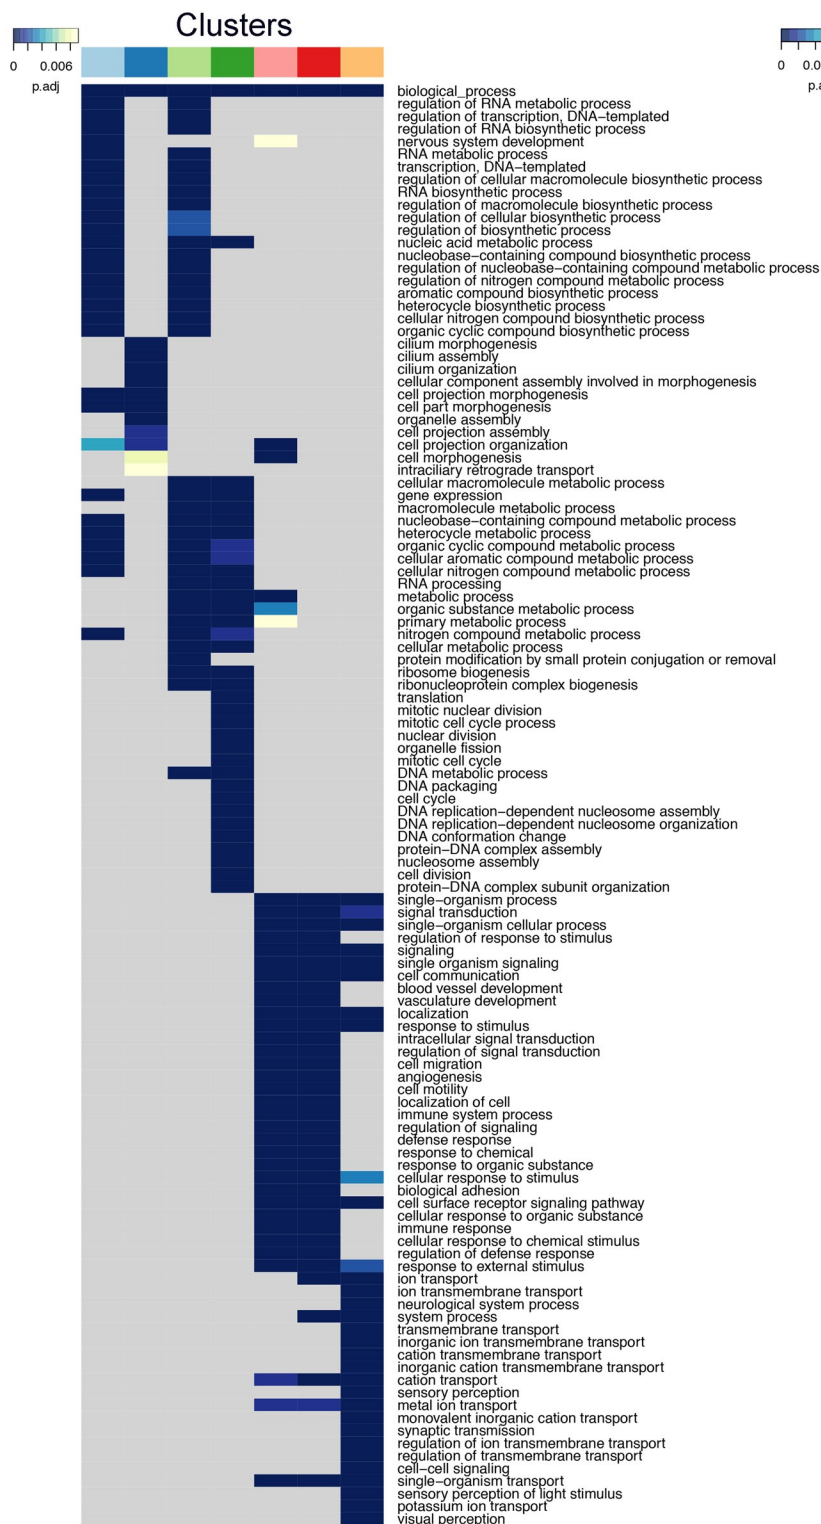**b**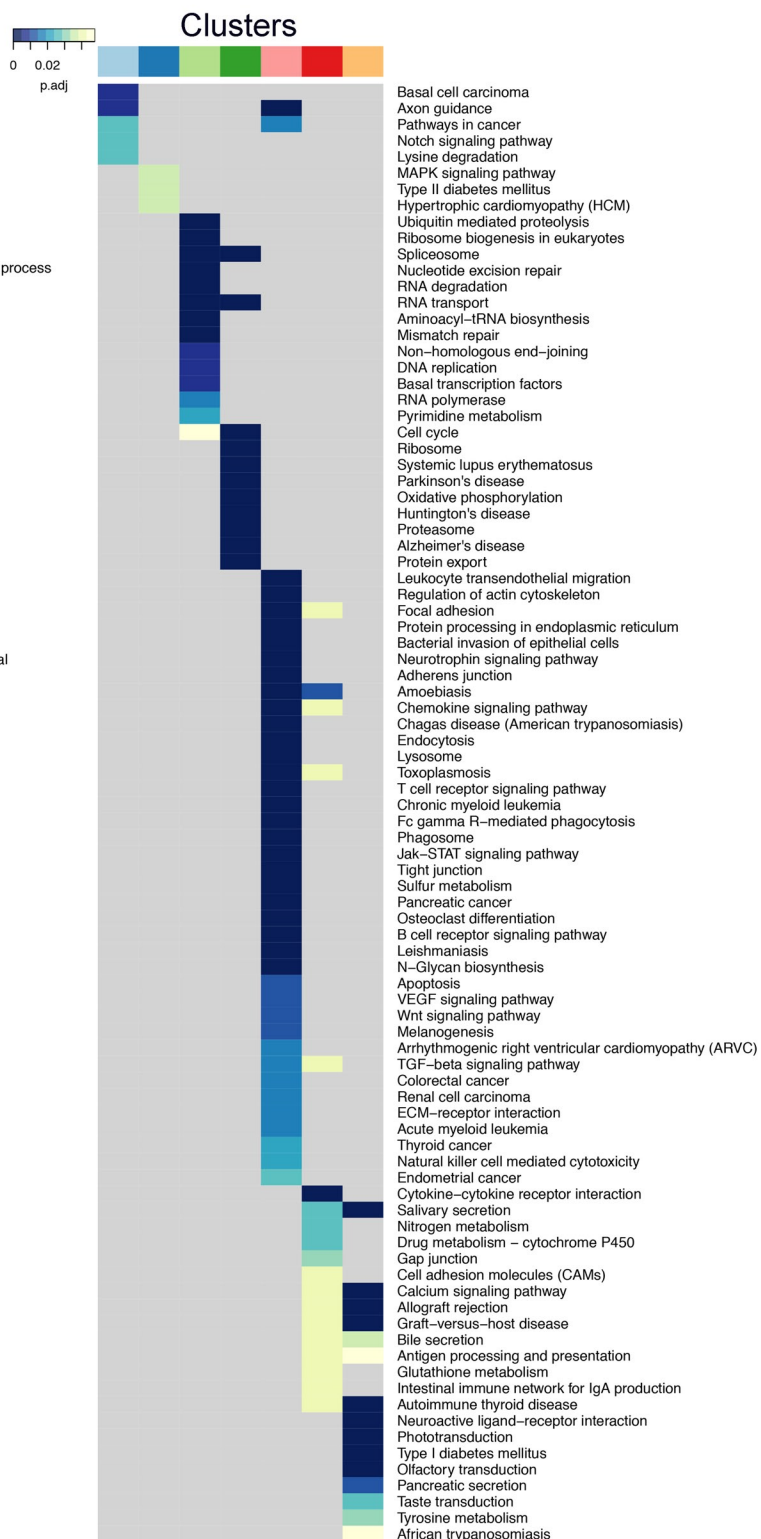

Supplementary Figure 3. Top enriched GO terms per clusters

(a and b) Heat map of retinal EC DEG clusters showing distinctive gene enrichment of cluster-specific biological processes. Top 20% of GO terms (a) and top 40% of KEGG reactome signaling pathway (b) with FDR-adjusted P value < 0.01 are shown.

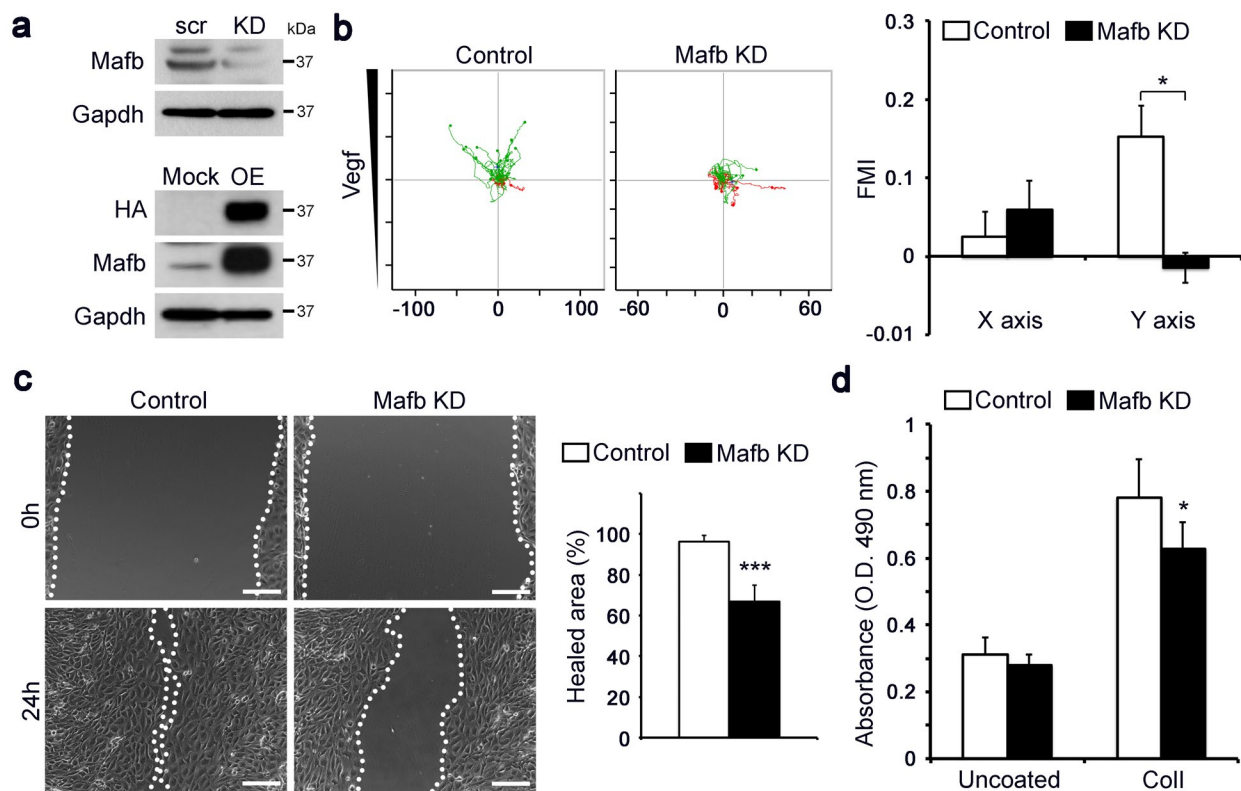

Supplementary Figure 4. Role of MafB in ECs in vitro

(a) Western blot of endogenous MafB or HA-tagged form of MafB proteins (36 kDa) in MS1 ECs infected with lentivirus containing scrambled shRNA (scr), *Mafb*-targeting shRNA (KD, knockdown), no-insert (Mock), or HA-tagged *Mafb* cDNA (OE, overexpression). Gapdh was used as a loading control.

(b) Cell Migration tracks (left) and forward migration index (right) of Control and *Mafb* KD MS1 ECs in the presence of a VEGF-A concentration gradient. The initial point for each cell is the intersection between the X- and Y-axes and the source of VEGF is at the top. X- and Y-axes are perpendicular and parallel to the VEGF gradient, respectively. n = 36, Error bars represent mean $\pm$ s.e.m., *P < 0.05.

(c) Scratch wound healing assay with Control and *Mafb* KD MS1 ECs. Scale bars represent 100 μ m. The area of wound at 0 hour and 24 hours were measured. n = 8, Error bars represent mean $\pm$ s.e.m., ***P < 0.0001.

(d) Cell adhesion assay with Control and *Mafb* KD MS1 ECs at 30 minutes after cell seeding to uncoated or Collagen I-coated (ColI) wells. n = 3, Error bars represent mean $\pm$ s.e.m., *P < 0.05.

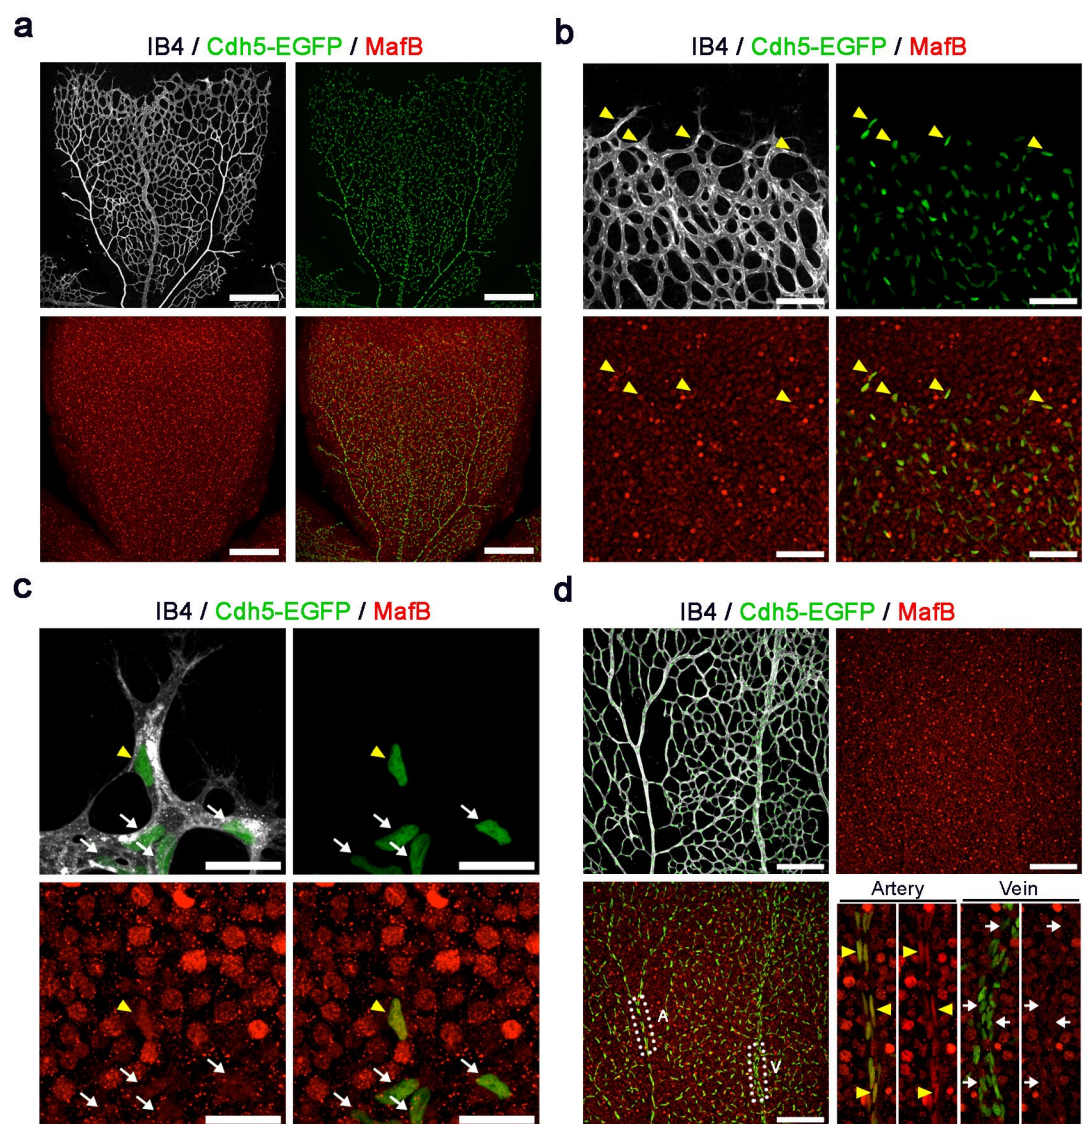

Supplementary Figure 5. Expression of MafB in P6 mouse retina

(a-d) P6 *Cdh5-EGFP* transgenic mouse retinas stained with IB4 (white), anti-EGFP (green) and anti-MafB (red). Yellow arrowheads indicate enriched expression of MafB in tip cells (b and c) or arterial ECs (d). White arrows indicate lower expression of MafB in stalk/plexus ECs (b and c) or venous ECs (d). Scale bars represent 300 μm (a), 75 μm (b), 30 μm (c) and 150 μm (d).

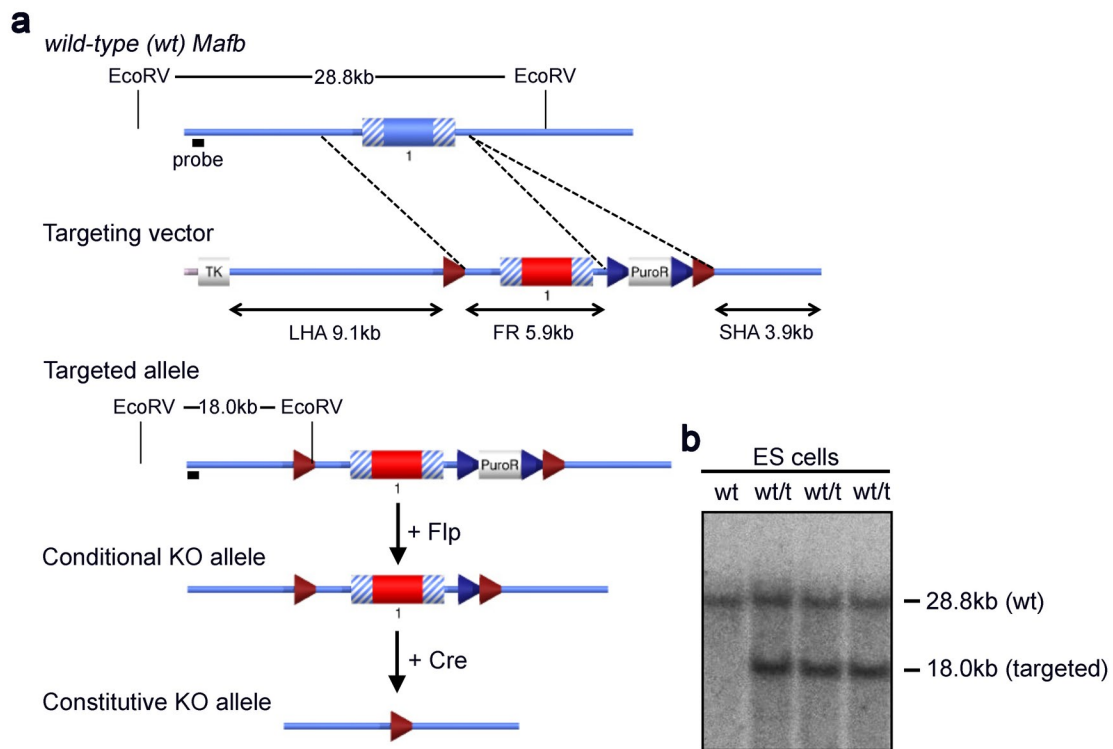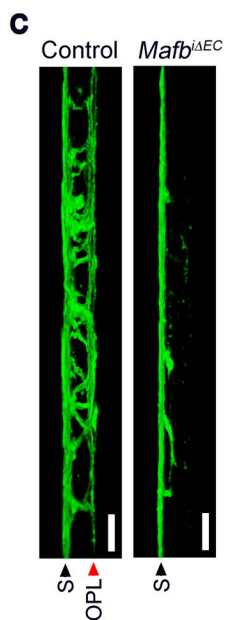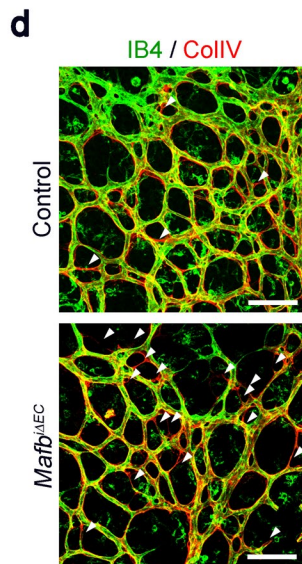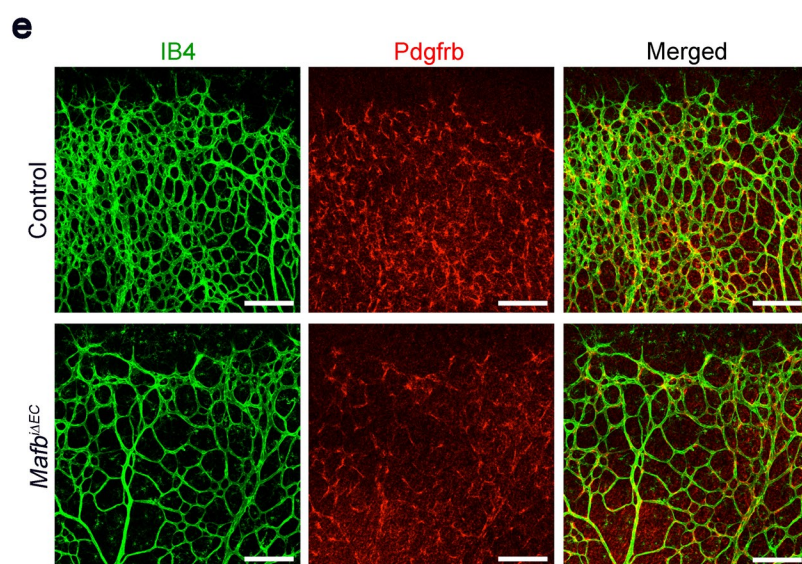

Supplementary Figure 6. Characterization of MafB function in ECs

(a) Structure of the wild-type (wt) *Mafb* locus, the targeting vector, the targeted recombinant allele (t), the conditional KO allele, and the constitutive KO allele resulting from *Mafb* inactivation. The loxP and FRT recombination sites (brown and blue triangles, respectively), the EcoRV restriction sites and probe for Southern blot analysis are indicated. SHA, short homology arm; LHA, long homology arm; FR, loxP-flanked region.

(b) Southern blot analysis of the wild-type (wt) ES cells and of the 3 targeted (wt/t) clones used to establish independent recombinant mouse lines. EcoRV-restricted DNA yielded 28.8- and 10.0-kb bands for the wild-type and recombinant alleles, respectively, with the probe in b.

(c) IB4 staining of retinas from *Mafb*^{iΔEC} and control littermates (Control) at P10. Y-Z orthogonal confocal plane images are shown. S, superficial plexus; OPL, outer plexiform layer. Scale bars represent 40 μm.

(d) Staining of P6 control or *Mafb*^{iΔEC} retinas with IB4 (green) and anti-ColIV antibody (red). Arrowheads indicate IB4-negative and ColIV-positive empty matrix sleeves. Scale bars represent 75 μm.

(e) Staining of P6 control or *Mafb*^{iΔEC} retinas with IB4 (green) and anti-PDGFRβ antibody (red). Scale bars represent 150 μm.

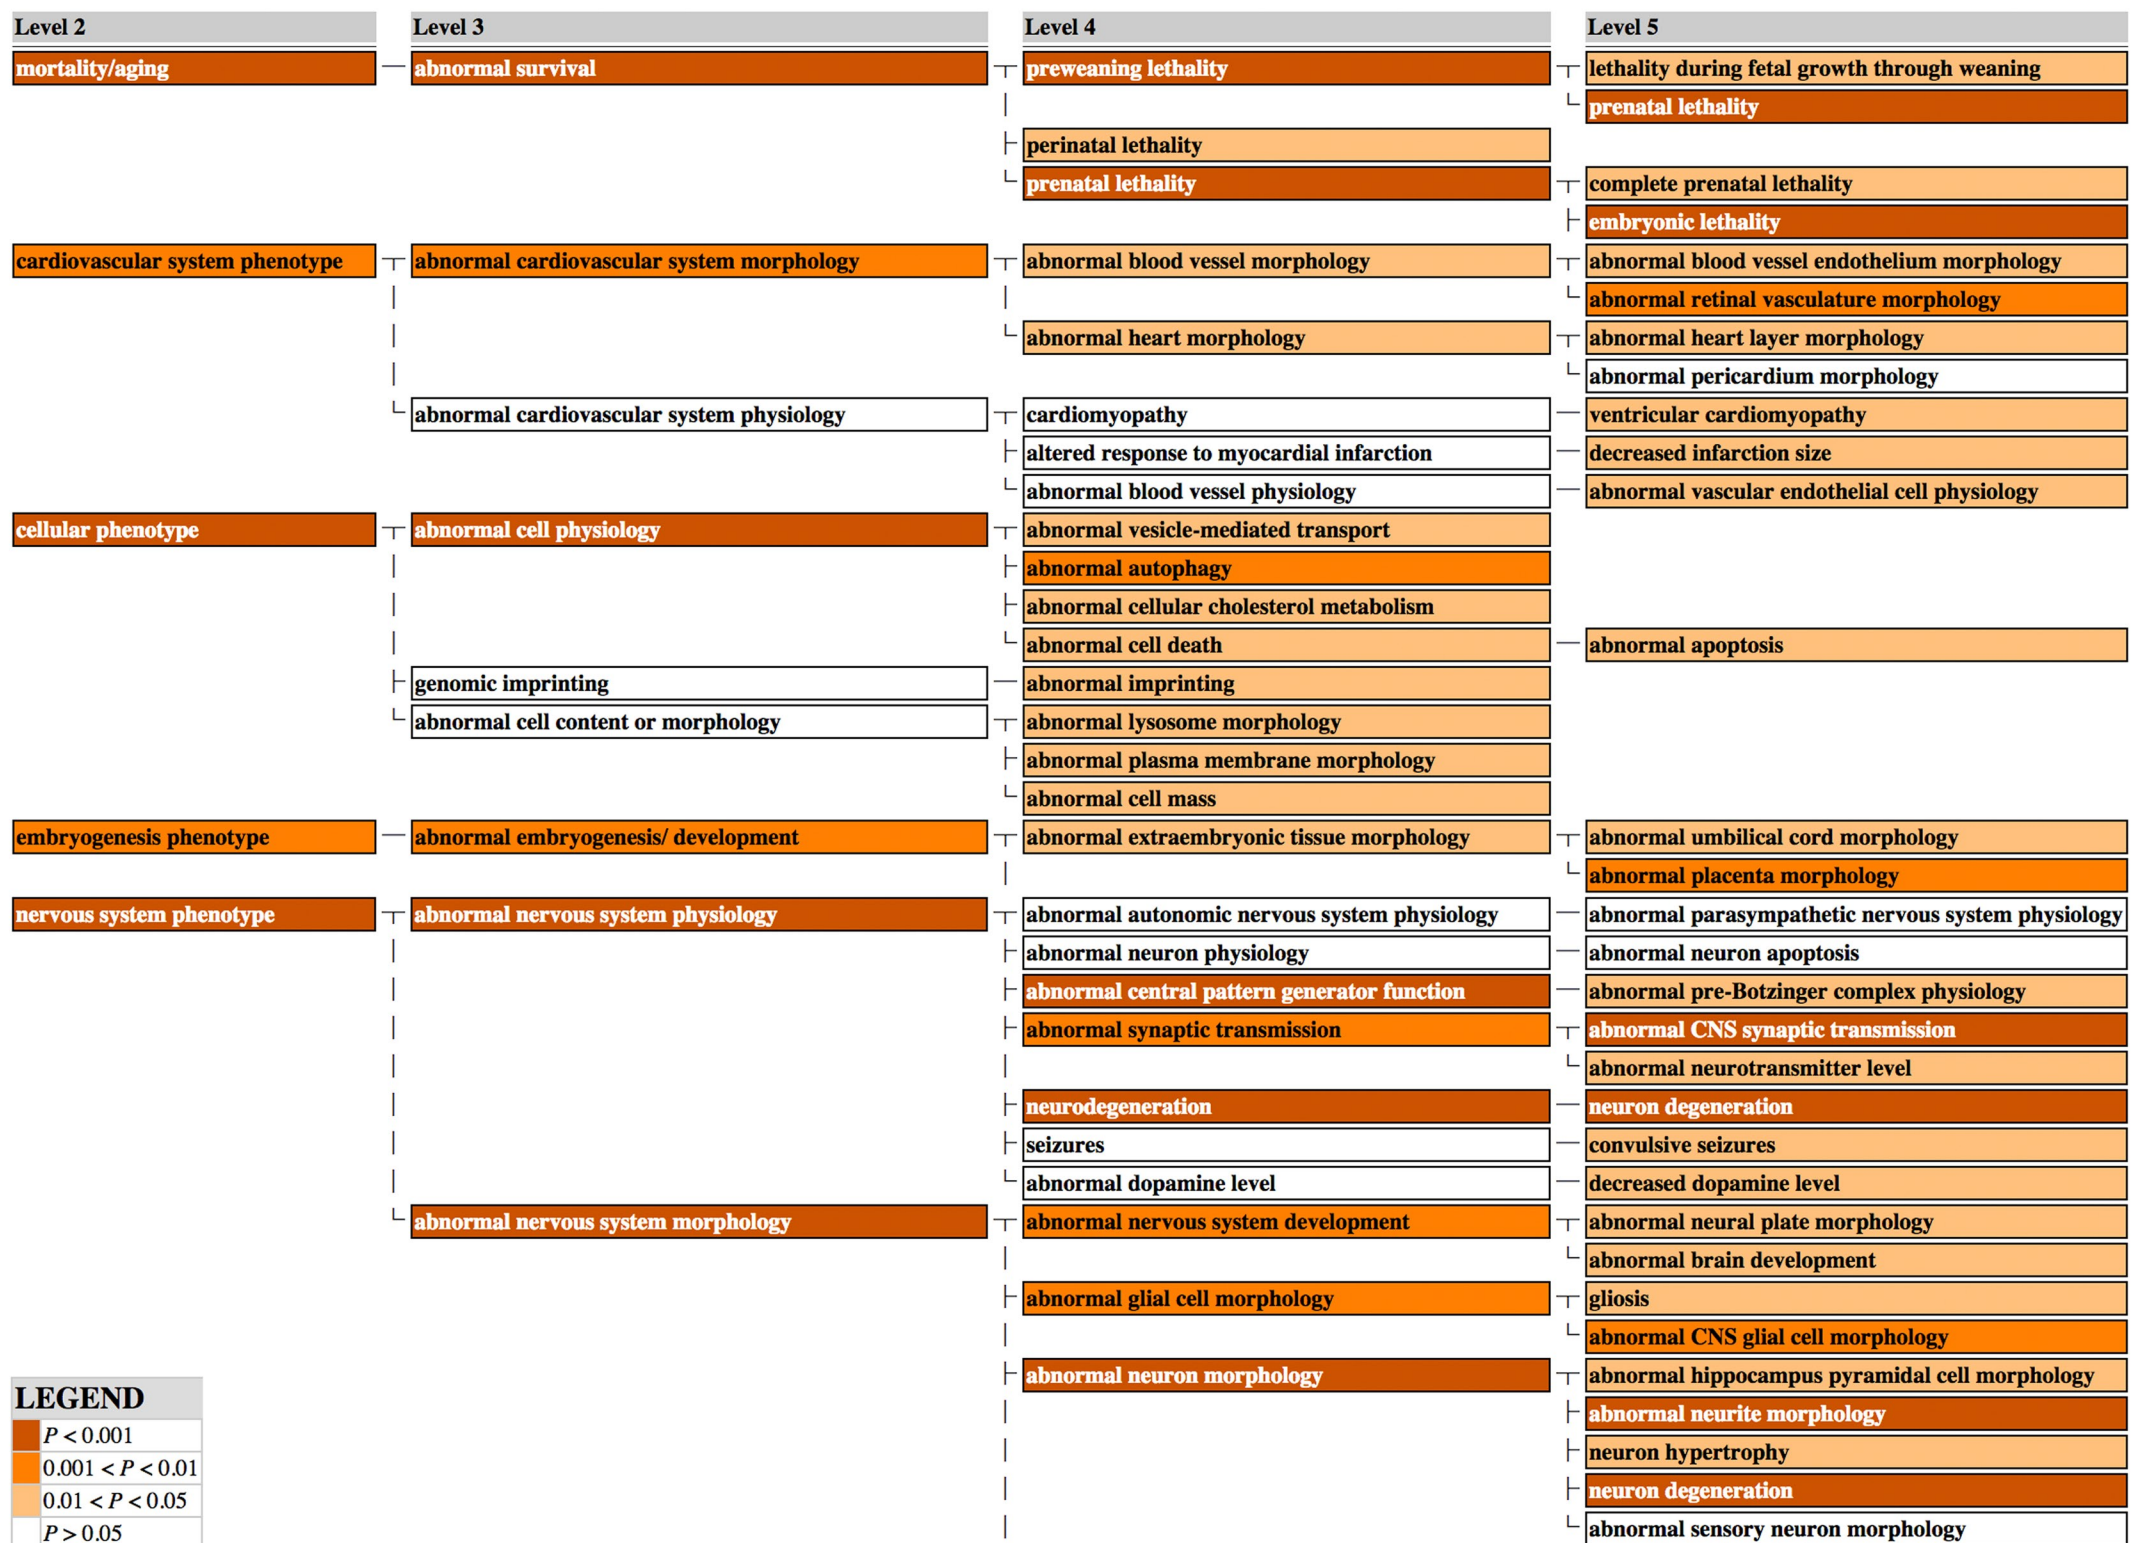

Supplementary Figure 7. MamPhEA result of P6 *Mafb*^{ΔEC} retinal ECs

MamPhEA performed with ‘Fisher’s exact test - differentially enriched (two sided)’ and ‘use loss-of-function phenotypes only’ options. Results are displayed in hierarchical structure of phenotype ontology with MGI pre-defined phenotypes at level 2 to level 5.

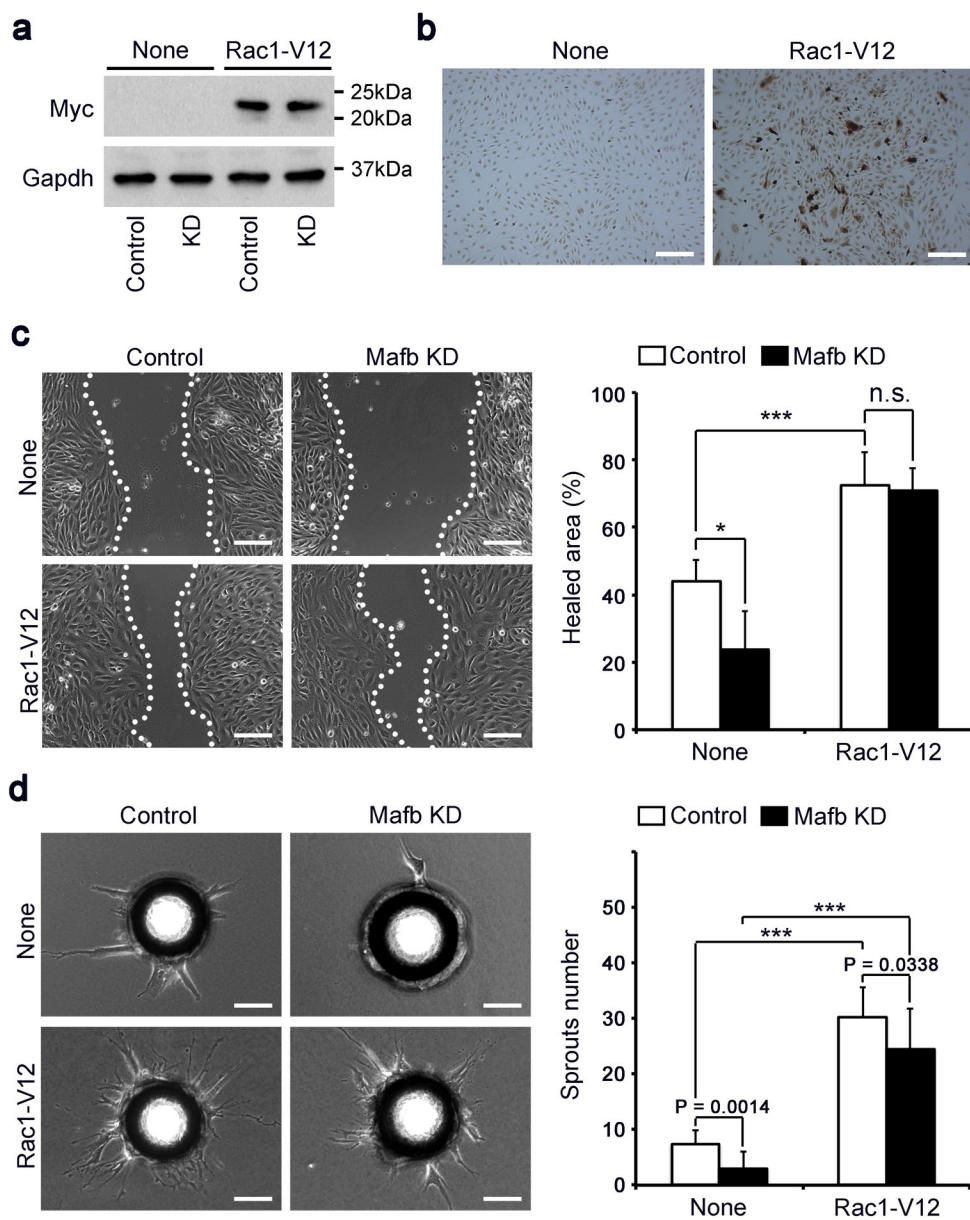

Supplementary Figure 8. Constitutive activation of Rac1 rescues MafB KD cell migration defects

(a) Western blot of Myc-tagged Rac1-V12 (22 kDa) in Control or MafB-KD MS1 ECs.

Gapdh was used as a loading control.

(b) Immunostaining of Myc tag in MS1 cells treated with only PEI (None) or transfected with Rac1-V12 construct. Scale bar, 200 μm .

(c) Scratch wound healing assay with Control and *MafB* KD MS1 ECs transfected with Rac1-V12 construct. Wound areas at 12 hours after incubation are shown. Graph on the right shows closure of scratch wounds at 12 hours by Control and *MafB* KD MS1 ECs with or without Rac1-V12 expression, respectively. Scale bars represent 100 μm . $n = 8$, Error bars represent mean $\pm$ s.e.m., * $P < 0.05$, *** $P < 0.0001$, n.s ; not significant.

(d) 3-dimensional fibrin gel bead sprouting assay with Control and *MafB* KD MS1 ECs with or without Rac1-V12 transfection. Representative spheroids are shown for each condition at culture day 1. Scale bars represent 50 μm . Average numbers of sprouts per spheroid in each condition are shown on the right. $n = 12$, Error bars represent mean + s.d., *** $P < 0.0001$.

Unprocessed original scans of blots

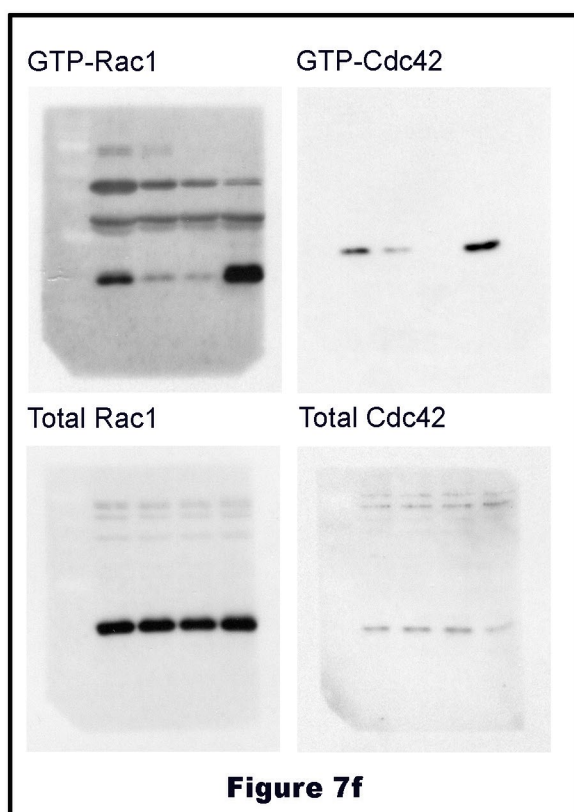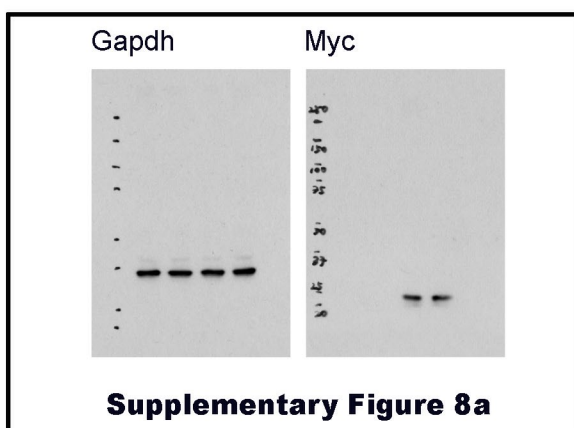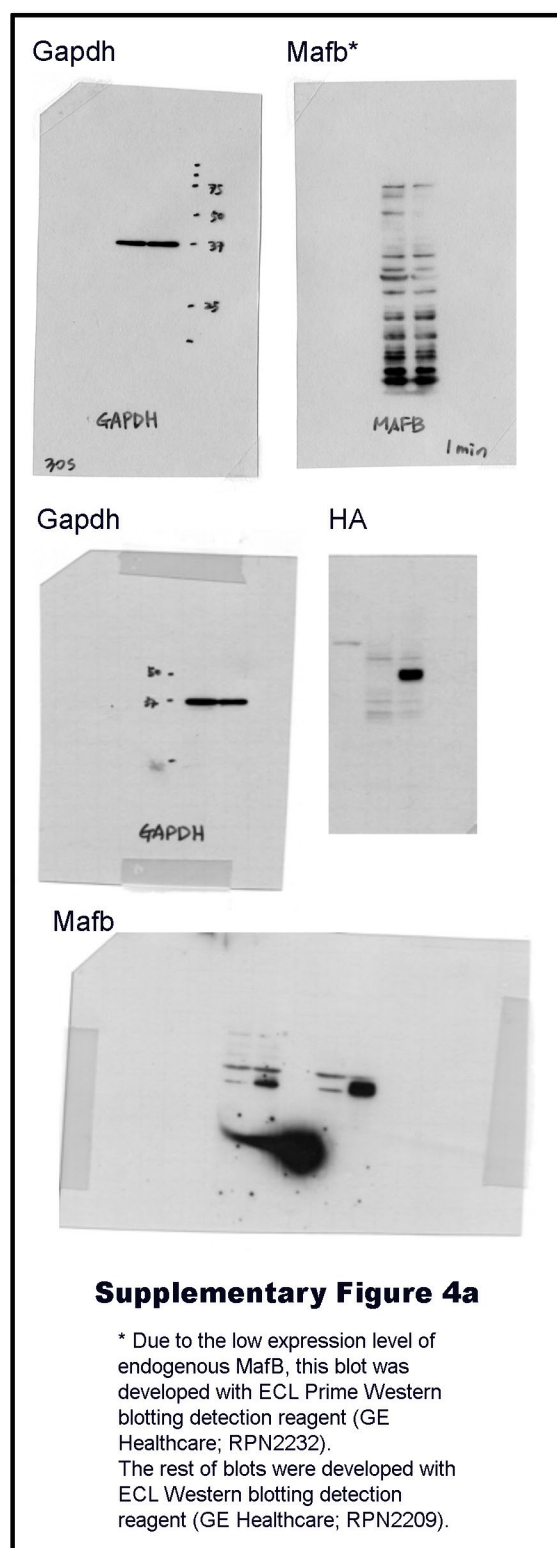

Supplementary Figure 9. Scans of unprocessed Western blots

Unprocessed images of western blot scanning shown in Fig. 7f, Supplementary Fig. 4a, and Supplementary Fig. 8a.

Retinal EC-RiboTag-RNA-Seq reads usage

Sample	Sequenced pairs	Mapped pairs	%	Multiple alignment	%
P6-1_S1	7,929,279	7,314,243	92.24%	458,192	5.78%
P6-2_S2	7,726,301	7,204,729	93.25%	421,098	5.45%
P6-3_S3	9,394,635	8,694,924	92.55%	492,308	5.24%
P10-1_S1	8,972,269	8,104,083	90.32%	461,592	5.14%
P10-2_S2	9,346,850	8,492,580	90.86%	535,922	5.73%
P10-3_S3	9,660,498	8,792,248	91.01%	495,798	5.13%
P15-1_S1	8,821,866	7,789,667	88.30%	395,168	4.48%
P15-2_S2	10,560,733	9,231,974	87.42%	443,354	4.20%
P15-3_S3	9,800,344	8,316,744	84.86%	426,908	4.36%
P21-1_S1	7,919,292	7,406,975	93.53%	532,956	6.73%
P21-2_S2	7,386,185	6,844,035	92.66%	414,366	5.61%
P21-3_S3	7,093,142	6,635,217	93.54%	457,938	6.46%
P50-1_S1	8,407,899	7,787,986	92.63%	384,018	4.57%
P50-2_S2	8,494,139	7,808,742	91.93%	392,052	4.62%
P50-3_S3	9,006,215	8,282,996	91.97%	411,622	4.57%
**Average**	**8,701,310**	**7,913,810**	**91.14%**	**448,219**	**5.20%**

Supplementary Table 1. RNA-Seq reads usage

Tophat2 alignment statistics for paired-end reads of retinal EC RiboTag-RNA-Seq libraries.

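By stage, the paper's alignment table lists 7.73 to 9.40 M read pairs per library for P6, 8.97 to 9.66 for P10, 8.82 to 10.6 for P15, 7.09 to 7.92 for P21 and 8.41 to 9.01 for P50. Mapped shares were lowest at P15, 84.9% to 88.3%, and between 90.3% and 93.5% at the other stages. The fragment totals recovered from the FPKM values are smaller. They may be the fragments assigned to genes, which was not tested. As a share of mapped pairs they were 65.8% to 67.6% at P6, 67.9% to 72.6% at P10 and 68.1% to 70.2% at P15. At P21 the share was 47.2% to 49.8%, and at P50 58.7% to 61.4%. Among RNAs that are not protein coding, the nuclear Rn7sk had 56,260 ± 15,180 FPKM at P21 and 4515 ± 958 at P50 (mean ± s.d., n = 3 mice), and Scarna10 had 950.1 ± 146 and 89.3 ± 18.5.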

# Supplementary material for: Transcriptional regulation of endothelial cell behavior during sprouting angiogenesis
**Source:** Nat Commun. 2017 Sep 28;8:726. doi: 10.1038/s41467-017-00738-7
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: **FPKM Table of Differentially expressed genes in Clusters** Fragments per kilobase of exon per million reads mapped (FPKM) of all differentially expressed genes in retinal ECs during postnatal development.

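The deposited FPKM table goes beyond the differentially expressed genes: 14,791 of its genes are above 0 in every library. For 37,288 of its symbols (95.8%) a gene of the GENCODE M21 annotation was found. Levels of single genes span from traces, such as the neurogenic factor gene Insm2 with 0.0348 ± 0.0602 FPKM at P10, to the mitochondrial mt-Co1 with 25,340 at P21 against 996 at P15 (means, n = 3 mice). Actb, used as the reference gene in the RT-qPCR of the study, went from 3163 ± 185 at P15 to 726 ± 190.5 at P21 (log2 change -2.15, SE 0.193, adjusted p = 5.75e-07 from limma).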

File Name: Supplementary Data 2

Description: **SMARA-identified Putative Key TFs** List of putative key TFs identified by ISMARA. Results from comparison between two sequential developmental stages (P6 vs. P10, P10 vs. P15, P15 vs. P21, and P21 vs. P50) and across all 5 stages are shown.

File Name: Supplementary Data 3

Description: **Differentially expressed genes in *Mafb* cKO retinal ECs** Differentially expressed genes in retinal ECs of *Mafb*^{ΔEC} in compared with control retinal ECs at P6. 

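Of the genes listed in the mutant table, 16,096 symbols also occur in the table of the time course, and every one is above 0 in its 3 libraries. Among genes that were lower in the mutant, the PI3-kinase subunit gene Pik3r2 changed by -0.64 (SE 0.068, adjusted p = 0.00487 from limma, n = 3 mice) and Agrn, which encodes the basement membrane proteoglycan agrin, by -0.59 (SE 0.063). Med25 changed by -0.80 (SE 0.076) and Pias3, an inhibitor of STAT signaling, by -0.67 (SE 0.078). The chemokine-scavenging gene Darc went from 39.0 ± 4.29 to 19.7 ± 0.314 FPKM.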

Upregulated and down-regulated genes in *Mafb* mutant mice are shown in different sheets.

How the deposited data were processed for this re-analysis (not part of the article)

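RNA bound to tagged ribosomes of retinal ECs was measured in 15 libraries of P6, P10, P15, P21 and P50 mice and in 3 libraries of P6 MafbiΔEC mice, 3 mice per group and 1 mouse per library. Binding of HA-tagged MafB was measured in MS1 cells with 1 immunoprecipitate and 1 input library. The authors made the FPKM values from stranded libraries depleted of ribosomal RNA, aligned with TopHat2 2.0.12 to mm10 and counted with HTSeq 0.6.1, by dividing the fragments of each gene by its exon length and the library total. They deposited one FPKM table for the time course and another for the mutant, the latter with genes above 0 in all 3 libraries. For ChIP-Seq the authors aligned reads with Bowtie2 and called peaks with HOMER. In the deposited peak table the tag signal of each peak was scaled by HOMER, and the score is the number of tags used to find the peak, as deposited. Per the file header, the fold over input and the fold over local signal, and the p-value of each against a Poisson model, were computed by HOMER, which kept peaks at an FDR of 0.001.

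All further steps started from the deposited tables. Depth was read from the FPKM values: the total that turns the smallest values into whole fragments was 3.15 to 6.28 M per time-course library and 3.57 to 4.41 M per mutant library. A gene at 1 fragment therefore has no more precision than presence or absence, and 1092 to 1281 genes per time-course library are of this kind. Each library was scaled by the median of its ratios to the geometric mean over genes with an FPKM of at least 1 in every library, and log2 was taken after adding 0.5. Genes with an FPKM of at least 1 in at least 3 of the libraries compared were tested genome-wide with limma 3.58.1 in R 4.3.3, with a trend of the variance with the level and Benjamini-Hochberg adjusted p-values within each comparison, called under 0.05. The F test and the contrasts of neighbouring stages used all 15 libraries; the mutant comparison used the 3 P6 and 3 MafbiΔEC libraries, whose values stand in 2 deposited tables and were scaled together. Gene lists were tested with camera at a preset correlation of 0.01, with an estimated correlation, and with fry, which tests a list against no change. Gene groups are 44 lists written from general knowledge of pathways, gene families and retinal cell types, not the gene sets the paper used. Those of microglia, macrophages and the cell cycle were written after the paper's list of genes changed in the mutant had been read.

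The genes that differed across stages were grouped by k-means with k = 7 and 50 starts on stage means scaled from 0 to 1, and each group took the number of the paper's cluster whose example genes it held. Lists in clusters, peaks near genes and overlaps were tested with Fisher's exact test, with Benjamini-Hochberg correction where several lists or clusters were tested. Each peak was assigned to the gene with the nearest coding transcription start of GENCODE M21 on GRCm38, and 10 random positions per peak on the same chromosome served for comparison. The Maf recognition element was searched within 100 bases of each peak centre and in windows 2 kb to either side, allowing 1 mismatch. In named peaks the best match was taken over the whole peak. Intervals are Wilson intervals at 95 percent. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6, pysam 0.24.0 and matplotlib 3.10.9 were used.

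The methods were tested on simulated data built from the deposited values. In the mutant comparison, 8.5% of 200 genes shifted by 0.5 log2 units were found, 73% of those shifted by 1 and 94.5% of those shifted by 2, and in the F test 15%, 69% and 90.5%. Each run shifted only 200 genes, while 19.0% of tested genes passed in the real mutant comparison and 86.1% in the real F test. An adjusted p under 0.05 is harder to reach when few genes change. These shares therefore do not give the sensitivity of the real comparisons. All planted motif sites, 200 of 200, were found.

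Genes are named by a rule set beforehand: genes the paper names at a claim, up to 4 members of each list with the largest change among those that passed with groups that do not overlap, and the 10 largest rises and falls of each comparison with an FPKM of at least 5 in one group, leaving out symbols of the forms Gm and digits, Rik, -ps, Mir, Snor and mt-. Small RNAs with other symbols, such as Scarna10, were kept. Where no member of a list passed, up to 2 with the highest FPKM were allowed. Peaks named are those of Git1 and Arhgdib, the 10 highest scores, and those at vascular genes and modulators of G-proteins that changed. Values in the paper's supplementary tables had been seen when the rule was written. Rho, C1qa, C1qb and C1qc, and members of the 39 genes higher at P15 than at P10 and at P21 than at P50, are named beyond it and were chosen after their values were seen.

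The alternatives tried were other pseudocounts, filters and scalings, the replicate number as a block, leaving out each library, other criteria and thresholds for changed genes, other numbers of clusters, other tests of lists, other ways to assign peaks, and stricter peaks. Count models were left out, since counts can be recovered from FPKM only in part. Motif discovery was not run. ISMARA, GREAT, MamPhEA and the PANTHER test were left out, since they need reads or web resources that are not in the deposited tables. The clusters of the paper's supplementary table were left out because the copy at hand was incomplete.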

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

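The tests on the share of endothelial RNA, on weak resemblance to the HA tag, on microglial RNA and on separate preparation of the mutant libraries were chosen after the result was seen. Rod genes, genes higher at P15 than at P10 and at P21 than at P50, and genes of activated microglia stood out as signals the paper does not describe. It does report the late fall of vascular genes and the rise of mitotic genes in the mutant.

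Between P15 and P21 the 28 tested rod photoreceptor genes were higher by a median log2 change of 1.43, as in Gnat1 (2.10) and Rs1 (2.57), while all 43 genes of endothelial identity were lower. A lower share of endothelial RNA alone would raise the genes of every other cell type alike. Erythrocyte genes rose by a median of 1.95 and microglia genes fell, with a median of -1.33, a difference of 3.28 (SE 0.203). These lists are the highest and lowest of those compared, a choice the SE does not allow for. The difference argues against a lower share as the only change at this step. It cannot decide whether a lower share caused the endothelial fall, as the other cell types may change with age themselves. Cone, bipolar, amacrine and horizontal cell genes rose much as rod genes did (medians 1.26 to 1.56), so a lower share may account for a part. GC content and transcript length are argued against, as the endothelial median was -1.82 before and -1.87 after their trend was taken out. Maturation of vessels and photoreceptors with age stays open and was not tested.

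By at least 1 log2 unit, 39 genes were higher at P15 than at P10 and also higher at P21 than at P50. P21 was not held against P10, nor P15 against P50, and not every member is higher in those pairs. Members include Prpf8 (2344 ± 163 FPKM at P21 and 85.6 ± 2.20 at P50), the spectrin genes Sptbn1, Sptan1 and Sptbn2, and Dync1h1, which encodes the dynein heavy chain. Reads shared within a gene family are argued against, with 0% of members sharing at least 5% of their sequence with another. A trend with GC content and transcript length over all genes is argued against too, as the median change was 1.37 after it was taken out (1.36 before). That trend was smoothed over many genes, so it cannot decide on an effect confined to the longest transcripts. The proteins of the members are long (median 1934 residues against 468). Binding of the beads through nascent protein that resembles the HA tag stays a candidate explanation. Of 35 members, 21 hold at least 4 of the 9 residues of the tag in place. Draws matched on protein length gave a mean of 15.8 (s.d. 2.72), and a share of 0.0415 of them were as high. The matching used ranges of length, the uppermost without a limit, and members reach 7717 residues (Dst). Longer proteins offer more places for a match, so this excess cannot be told apart from an effect of length. For resemblance at 6 of 9 residues the binding cannot be told apart either, as 0 members and only 4 of 13,139 other genes hold so many. No biological explanation was tested.

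In MafbiΔEC, 11 of 16 genes of activated microglia were higher, such as Cd52 and Cybb (1.46, SE 0.269), together with genes of mitosis. Both lists were written after the paper's list of mutant genes had been read. By EdU labelling the paper reports less proliferation of the mutant ECs (Fig. 4f), so the mitotic genes need not reflect ECs. More microglial RNA in the mutant libraries is a candidate explanation: the median change of the microglia list minus that of the activated list was -0.136 (SE 0.173), although of its most abundant genes Ctss and Hexb (303 ± 40.3 to 484 ± 48.7 FPKM) passed and C1qa (360 ± 41.1 to 401 ± 29.6), C1qb (0.21, SE 0.094) and C1qc (0.06, SE 0.117) did not. GC content and transcript length are argued against as the whole cause, since the mitotic median was 0.392 (SE 0.033) after their trend was taken out and 0.556 before. Separate preparation or processing of the mutant libraries cannot be told apart from the loss of Mafb, as 0 control libraries stand in the mutant table. A response of microglia to mutant vessels stays open and was not tested.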

How the results depend on the processing

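Quantile normalization and other filters for Mafb over the time course, leaving out libraries for clusters, components and bound genes, stricter peaks for the motif, first introns counted whatever else they overlap, and random positions were chosen after the result was seen. Across the alternatives tried, 414 values that answer a comparison kept their direction and side of the threshold or stayed within their limits, 25 counts or values moved beyond them, 4 were no longer past the threshold, 5 were newly past it and 1 reversed. Of the values for single genes and lists, 377 were the same, 22 no longer passed and 5 newly passed. The cause was not tested except where named. The authors' own clusters, planned as an alternative, were not run, as the copy of their table was incomplete.

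Genes that differ across stages numbered 5054 with the quadratic fit, which adds a criterion of its own. Grouped anew, 1187 of those were in the groups numbered 5 and 6, which are not the same clusters: of 379 genes in the new group 5, 54 are in cluster 5, and of 808 in the new group 6, 597 are in cluster 6. From P21 to P50, 2124 genes changed when only the 6 libraries of both stages were used, which leaves fewer libraries for the variance. The first 2 components held 55.1% of the variance with a pseudocount of 0.1 and 96.6% without log. Of the list tests between stages, 1 passed with an estimated correlation, the fall of mitotic genes from P10 to P15. Mafb from P21 to P50 changed by 0.62 with quantile normalization (adjusted p = 0.0409 in limma, range over all alternatives 0.0357 to 0.264). Mutant genes numbered 4659 higher and 520 lower with FPKM as deposited, 214 and 330 at an adjusted p under 0.01, and 61 and 89 with at least 1 log2 unit. Of 44 mutant lists, 0 passed with an estimated correlation in camera (0 unadjusted) and 0 with fry (11 unadjusted), against 8 at the preset correlation. Peaks numbered 1318 at or above the median score and 1593 with at least 2 times the lowest fold, by construction. With only peaks within 10 kb of a start, the odds ratios were 1.59 for cluster 6 (adjusted p = 0.0840, Fisher's exact test), 0.839 for changed genes and 0.729 for lower genes, with fewer genes bound. With FPKM as deposited, the odds ratio of bound genes among changed genes reversed to 1.24, and among higher genes it was 1.38. With peaks at or above the median score it was 1.27 among higher genes, and 2.69 for modulators of G-proteins.

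Leaving out each library in turn gave 362 to 1104 higher and 461 to 1256 lower genes in the mutant comparison, which rests on fewer libraries then. The counts higher and lower were 362 and 461 without P6 replicate 1, 698 and 845 without P6 replicate 2, 561 and 810 without MafbiΔEC replicate 1, 677 and 986 without MafbiΔEC replicate 2 and 628 and 847 without MafbiΔEC replicate 3. The change of Mafb from P6 to P10 was 0.57 to 0.77 and did not pass without P6 replicate 2, and from P21 to P50 it was 0.26 to 0.68 and passed without P21 replicate 2. Git1 ranged from -0.53 to -0.38, not passing without P6 replicate 1 or MafbiΔEC replicate 1, and Arhgdib from 0.58 to 0.74. Without P6 replicate 3 the endothelial list (adjusted p = 0.0321 in limma, range over all alternatives 0.0321 to 0.979) and the small GTPase list (0.0491, range 0.0491 to 0.928) passed in the mutant. The mutant change of Mafb was -1.44 to -1.25. Between stages the counts of changed genes ran over 8040 to 9325, 3455 to 4938, 10,520 to 11,330 and 2911 to 4215 in order of age.

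Replicate numbers do not pair the libraries: residuals of equal numbers correlated at 0.0875, 0.0685 and -0.0497 between P6 and MafbiΔEC. With the replicate block, 938 genes were higher and 1157 lower in the mutant, and 13,666 differed across stages. Depth limits low genes above all: the recovered fragment totals of the P21 libraries were 3.15 to 3.49 M.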

Differences from the paper's values

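The alternatives named here were set before the data were examined, apart from the random positions, the count over all first introns and the form of the element that the paper prints, which were chosen after the result was seen. The paper gives a lowest replicate correlation of 0.94, against 0.916 here. It comes within reach with a pseudocount of 1 (0.933), without log (0.940), without filter (0.951) and with Spearman's coefficient (0.940), but not with a pseudocount of 0.1 (0.864). The paper counts 307 direct targets, against 190 here. With regions modelled on the defaults of GREAT, the tool its methods name for this overlap, the count was 298, while it was 41 with peaks within 10 kb, 120 with peaks at or above the median score, 32 at an adjusted p under 0.01, 552 with FPKM as deposited, 188 with a pseudocount of 0.1 and 190 with a pseudocount of 1. The paper gives 8.7 M read pairs per library on average, against 5.01 M here, which is another quantity, the fragment total recovered from FPKM.

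The paper states that changed and bound genes overlap more than by chance. It does not give the background of its test. Over the 12,444 tested genes with a coding start, the odds ratio was 0.702 here, within the range of 10 draws of random positions (0.630 to 0.795), and 1.24 with FPKM as deposited. It states that bound genes are enriched in clusters 5 and 6. Here the odds ratio was 1.09 for cluster 5 (adjusted p = 0.230, Fisher's exact test) and 1.55 for cluster 6, where 10 draws of random positions had a median of 1.29 and reached 1.61. It states that peaks are enriched in promoters and first introns. Near transcription starts p was 0.173, in first introns outside the 1 kb around starts and exons 0.00711, and in all first introns 0.0161 (Fisher's exact test). It states that modulators of G-proteins are enriched among direct targets. Here p was 0.132 (Fisher's exact test), and 0.0450 with peaks at or above the median score. It states that the first intron of Git1 holds the binding motif and that Arhgdib lacks it. Here the first introns were searched for TGCTGASTCA, not for the form the paper prints, and neither holds an exact match. In Arhgdib the site CGCTGAGTCA matches the printed form up to its last position, which was not examined. The search therefore does not settle whether the printed form is present. The first intron of Git1 holds 2 sites with 1 mismatch, none in its peak, and that of Arhgdib holds 4, none in its peaks. With the form of the element that the paper prints, the best matches had 2 mismatches in the Git1 peak and 3 in the Arhgdib peak at the first intron.

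The paper states that Notch genes are enriched at P6 and MAPK and calcium genes at P21. Here camera gave adjusted p = 0.321, 0.946 and 0.309, and adjusted p = 0.567, 0.948 and 0.564 with an estimated correlation, while fry of limma, which asks whether the genes of a set changed at all and not whether they did so more than other genes, gave 0.000121, 7.20e-05 and 2.34e-05. It places the peak of cluster 3 at P10 in its text. Here the mean of cluster 3 was 0.993 at P21 and 0.180 at P10, and 1 of its 5 example genes fell in it. It places Hif1a in cluster 5 and Vamp2 in cluster 7, and here they fell in clusters 6 and 3, while Mafb fell in cluster 5 as in the paper. It describes cluster 2 as high at P6 and P50. Here its mean at P21 was 0.834, close to that at P50 (0.844). It reports vasculature phenotypes among genes changed in the mutant. Here 9 of 91 vasculature genes were higher and 3 lower (adjusted p = 0.675 in camera of limma, and adjusted p = 0.979 with an estimated correlation). The paper's text states no threshold for the mutant genes, and its supplementary table, in the copy at hand, lists 1119 higher and 1233 lower genes.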

Other observations

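The spread of peaks over chromosomes was examined after the result was seen, while the tests of lists and of other assignments were planned. Ribosomal protein genes fell in steps after P10: 74 of 85 were lower at P15 (median log2 change -0.58, adjusted p = 2.26e-23 in camera of limma, and adjusted p = 0.160 with an estimated correlation), and 68 of 85 were lower again at P21 (median -0.71, adjusted p = 1.82e-11, and adjusted p = 0.295 with an estimated correlation). The 12 genes encoded in mitochondria went the other way at P21, all higher by a median of 1.80 (adjusted p = 0.000153, and adjusted p = 0.319 with an estimated correlation). Blood-retina barrier genes were higher at P10 for 31 of 33 (median 2.09), as in Slco1c1 and Cldn5, and at P15 for 21 of 33 (median 0.59, adjusted p = 3.49e-11, and adjusted p = 0.199 with an estimated correlation). Arterial genes followed with 12 of 15 higher at P15, such as Gja5 (1.98, SE 0.272) and Bmx (1.54, SE 0.165), as did 15 of 20 genes of quiescence and flow (median 0.87). From P21 to P50, 12 of 17 genes of activated microglia rose (median 1.18, adjusted p = 4.73e-07, and adjusted p = 0.615 with an estimated correlation), such as Gpnmb (1.81) and Cst7 (1.88), and 11 of 20 tip cell genes fell, such as Cxcr4 (-2.17, SE 0.257) and Adm (-2.04, SE 0.193).

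Binding peaks were unevenly spread over chromosomes: the 5 chromosomes with the most peaks, 5, 2, 1, 6 and 19, hold 1166 of 2438 (47.8%) and make up 27.2% of the genome. Chromosome 19 holds 3.01 peaks per Mb, chromosome 5 2.46 and chromosome 18 0.0331. Median local tags around peaks were 2.454, 2.465 and, over 3 peaks, 0.738 on these chromosomes. They did not follow the density throughout: chromosome 9, with 0.706 peaks per Mb, had 2.225, and chromosome 15, with 1.43, had 2.057. No explanation was tested. Repeat-masked bases make up a smaller share of peaks than of random positions. Chromosome 5 carries the peak with the highest score, in Mad1l1, and 3 others of the 10 highest, assigned to Tbc1d19, Amz1 and Tnrc18.

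Other assignments of libraries to groups were tried for each count of genes. Of 100 assignments of the 15 libraries to 5 groups, the real one included, 1 gave as many genes as the real one, 13,792. The highest of the others gave 5852, so a chance assignment of the libraries is argued against for the F test. Such assignments cannot part age from anything else that the libraries of a stage share. The paper's alignment table numbers the libraries anew within each stage, and whether stages were sequenced in separate runs is not stated. For 3 libraries against 3 there are 10 splits, too few for a share under 0.05. The real counts and the highest of the other splits were 9161 and 1 for P6 and P10, 4649 and 5 for P10 and P15, 11,367 and 1 for P15 and P21, 4141 and 7 for P21 and P50, and 2653 and 1 for MafbiΔEC.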
